# Transcriptome analysis revealed that ischemic post-conditioning suppressed the expression of inflammatory genes in lung ischemia-reperfusion injury

**DOI:** 10.3389/fgene.2024.1425420

**Published:** 2024-11-25

**Authors:** Liangen Lin, Congcong Sun, Yuanwen Ye, Peng Zhu, Keyue Pan, Linglong Chen

**Keywords:** lung ischemia/reperfusion injury, bioinformatics analyses, ischemic post-conditioning, RNA-seq, IL-17 signaling pathway

## Abstract

**Introduction:**

Ischemic post-conditioning (I-post C) is a recognized therapeutic strategy for lung ischemia/reperfusion injury (LIRI). However, the specific mechanisms underlying the lung protection conferred by I-post C remain unclear. This study aimed to investigate the protective mechanisms and potential molecular regulatory networks of I-post C on lung tissue.

**Methods:**

Transcriptome analysis was performed on rat lung tissues obtained from Sham, ischemia-reperfusion (IR), and I-post C groups using RNA-seq to identify differentially expressed genes (DEGs). Subsequently, gene ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, and gene set enrichment analysis (GSEA) were conducted to elucidate significantly enriched pathways in the IR and I-post C groups. Additionally, protein-protein interaction (PPI) network analysis was carried out to examine associations among the DEGs. Pathological changes in lung tissues were assessed using hematoxylin-eosin (H&E) staining. The expression levels of CXCL1 and CXCL6 in the IR and I-post C groups were evaluated through immunofluorescence and Western blotting.

**Results:**

Our results showed that I-post C significantly attenuated both pulmonary edema and inflammatory cell infiltration. Transcriptome analysis identified 38 DEGs in the I-post C group compared to the IR group, comprising 21 upregulated and 17 downregulated genes. Among these, seven inflammation-related DEGs exhibited co-expression patterns with the Sham and IR groups, with notable downregulation of C*xcl1* and C*xcl6*. GO analysis primarily linked these DEGs to neutrophil activation, chemotaxis, cytokine activity, and CCR chemokine receptor binding. KEGG analysis revealed enriched pathways, including the IL-17, TNF, and NF-κB signaling pathways. GSEA indicated downregulation of neutrophil chemotaxis and the IL-17 signaling pathway, correlating with reduced expression of C*xcl1* and C*xcl6*. Validation of *Cxcl1* and *Cxcl6* mRNA expression via immunofluorescence and Western blotting supported the RNA-seq findings. Furthermore, a PPI network was constructed to elucidate interactions among the 29 DEGs.

**Conclusions:**

Through RNA-Seq analysis, we concluded that I-post C may reduce inflammation and suppress the IL-17 signaling pathway, thereby protecting against lung damage caused by LIRI, potentially involving neutrophil extracellular traps.

## 1 Introduction

Lung ischemia/reperfusion injury (LIRI) is a complex pathophysiological phenomenon commonly observed in lung transplantation, cardiopulmonary resuscitation, and cardiopulmonary bypass, with significant implications for patient prognosis (Fei et al., 2017; Wang et al., 2022). After lung transplantation, the incidence of LIRI reaches approximately 30%, with a threefold increase in mortality upon the manifestation of symptoms (Wang et al., 2021). Ischemia/reperfusion (IR) injury triggers the release of pro-inflammatory cytokines, leading to the accumulation of reactive oxygen species (ROS) and oxidative stress (Hashemi et al., 2022). This process disrupts both epithelial and endothelial barriers, facilitating the infiltration of inflammatory cells, aggravating acute lung injury, and resulting in hypoxemia (Wang et al., 2020; 2021). Extensive research has explored the mechanisms underlying LIRI, including oxidative stress, calcium overload, apoptosis, and necrosis (Qiu et al., 2021). Despite the development of various treatments, such as nitric oxide inhalation (Brücken et al., 2015), immunotherapy (Hwang et al., 2016) and inflammation suppression (Chen et al., 2021), their clinical efficacy remains limited and often accompanied by significant side effects, impeding widespread clinical application.

Ischemia post-conditioning (I-post C) involves brief interruptions of blood flow at the onset of reperfusion to mitigate cellular and tissue damage. This strategy has demonstrated protective efficacy across various organs, including the heart, brain, liver, stomach, and kidneys (Pignataro et al., 2009; Wang et al., 2011; Zhang et al., 2011; He et al., 2017; Hirschhäuser et al., 2021; Zhang et al., 2022). Hao (Hao et al., 2017) proposed that I-post C enhances autophagy through the nNOS/AMPK/mTOR signaling pathways, thereby reducing oxidative stress and myocardial IR injury. He N (He et al., 2017) suggested that I-post C protects against hepatic IR injury by modulating oxidative/nitrative stress and the eNOS/NO pathways. Moreover, I-post C has been reported to enhance post-reperfusion cerebral blood flow, alleviate oxidative stress, and suppress inflammation induced by cerebral ischemia (Yu et al., 2021). However, research on LIRI, particularly concerning I-post C, remains scarce and primarily limited to animal models (Cao et al., 2015), with an unclear understanding of the molecular biological processes underlying these pathophysiological mechanisms, necessitating further investigation.

To explore the molecular mechanisms underlying the protective effects of I-post C on rat lung tissue and to uncover its molecular regulatory networks for potential therapeutic targets, this study utilized high-throughput transcriptome sequencing to analyze gene expression profiles. Bioinformatics analysis were then employed to assess the functions and pathways of differentially expressed genes (DEGs) associated with LIRI and I-post C. We hypothesized that I-post C may mitigate the destructive effects of LIRI on lung tissue by reducing the inflammatory response through the inhibition of neutrophil chemotaxis and down-regulating IL-17 pathways.

## 2 Materials and methods

### 2.1 Animal

Eighteen 8-week-old SPF male Sprague-Dawley rats (Wang et al., 2024) with an initial body weight ranging from 140 to 160 g were obtained from Wenzhou Medical University and met national standards for experimental animal health. All animal procedures were approved by the Animal Ethics and Use Committee of the Laboratory Animal Center at Wenzhou Medical University (Approval No. wydw2023-0329). The rats were housed under controlled conditions (temperature: 18°C–23°C, humidity: 55%), following a 12-h light-dark cycle and *ad libitum* access to food and water. Prior to the experiment, the rats were subjected to an overnight fasting period.

### 2.2 LIRI or I-post C surgery

Eighteen rats were randomly divided into three groups: Sham (n = 6), IR (n = 6), and I-post C (n = 6). Anesthesia was induced with intraperitoneal injection of 20% urethane (3 mL/kg) and a caudal intravenous injection of 50 U/kg heparin, administered 10 min prior to surgery. The rats were placed in a supine position on a thermal blanket maintained at 37°C and underwent tracheotomy and intubation for ventilation using a rodent ventilator following routine skin disinfection. Thoracotomy was performed at the fifth intercostal space on the left sternum to induce left lung ischemia by clamping the proximal pulmonary hilum. In the Sham group, the left pulmonary hilum was isolated without clamping. The IR group experienced 30 min of ischemia followed by 2 h of reperfusion. The I-post C method involved three cycles of 30-s of ischemia followed by 30-s of reperfusion, followed by an additional 2 h of continuous reperfusion. Samples were collected for histological and transcriptome analysis from each group, with one sample each from the IR and I-post C groups selected for immunofluorescence assays and Western blotting, respectively. Pathological examinations confirmed severe LIRI in rat lungs post-modeling, characterized by thickened alveolar walls, edema, and infiltration of inflammatory cells. Arterial blood gas analysis was conducted using the iSTAT1 300 blood gas/electrolytes analyzer (Abbott, United States) along with CG4+ cartridges (Abbott Laboratories, Abbott Park, IL) to obtain the PaO2 and oxygen saturation (O2%) indicators.

### 2.3 Lung tissue collection and examination

Two hours after reperfusion, euthanasia was conducted by cervical dislocation. The left lung tissue was excised, washed with PBS, fixed in 4% paraformaldehyde solution, and subsequently embedded in paraffin wax for histological analysis.

### 2.4 RNA-seq analysis

Total RNA was extracted using Trizol reagent (Thermo Fisher, 15,596,018) following the manufacturer’s guidelines. The quality and quantity of total RNA were evaluated using Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, United States, 5,067–1,511). High-quality RNA samples with RIN values above 7.0 were selected for library preparation, targeting an average insertion fragment size of 300 ± 50 bp. Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) was used for paired-end sequencing (PE150) according to the vendor’s recommended protocol. Quality control was performed using Cutadapt and internal perl scripts to eliminate low-quality reads, adapter sequences, high-N-rate sequences, and excessively short sequences, followed by FastQC analysis. HISAT2 software facilitated read mapping to the rat genome, and StringTie version 2.1.2 assembled mapped read segments for each sample. The transcriptomes were merged with gffcompare software to construct a comprehensive transcriptome, and expression levels were estimated using the StringTie and ballgown packages based on the FPKM (fragments per kilobase of transcript per million mapped reads) calculation method.

Statistical analysis was performed using R (version 3.6). Principal component analysis (PCA), facilitated by the ggplot2 package (version 3.3.6), was used to elucidate relationships and disparities among the samples. DEGs were identified using the DESeq2 package (version 1.22.2) with significance defined as |log_2_FC| ≥ 1 and adjusted p-value < 0.05. Bioinformatic analysis was executed using the OmicStudio tools available at https://www.omicstudio.cn/tool. Gene set enrichment analysis (GSEA) was performed utilizing GSEA Base, along with the clusterProfiler and org.Mm.eb.db packages, with an enrichment score >0.45 indicating predicted upregulated pathways. The protein-protein interaction (PPI) network of DEGs was assessed using the STRING analysis tool (version 12.0; https://string-db.org/), with visualization and further examination conducted in Cytoscape software (version 3.9.1).

### 2.5 Western blotting

The Western blotting procedure was performed according to the methodology outlined in prior literature (Cai et al., 2012). The bands were normalized to the expression of actin to ensure accurate quantification. The primary antibodies used in the analysis were as follows: CXCL1 (Affinity, AF5403, 1:1,000), CXCL6 (Affinity, DF13470, 1:1,000), ACTIN (Servicebio,GB15003, 1:3,000).

### 2.6 Immunofluorescence assays

Lung tissue samples were obtained from above modeling animals, and fixed in 10% neutral buffered formalin at room temperature for 24 h. Subsequently, the tissues were transferred to 70% ethanol and embedded in paraffin. The paraffin-embedded amnion tissue was then sectioned into slices with a thickness of 5 μm. Following deparaffinization, the sections were permeabilized using 0.4% Triton X-100 solution. After blocking with normal serum, the sections were incubated overnight at 4°C with a combination of two distinct primary antibodies representing different cell types. This was followed by incubation with corresponding Alexa Fluor-conjugated secondary antibodies (Life Technologies) at 37°C for a duration of 2 h. For immunofluorescence co-staining purposes, we employed the following primary antibodies: rabbit anti-GROα (CXCL1, 1:200; Affinity Biosciences, Australia; AF5403) and rabbit anti-GCP2 (CXCL6, 1:200; Affinity Biosciences, Australia; DF13470). Nuclei staining was performed using DAPI (4′,6-diamidino-2phenylindole) at a concentration of l μg/mL resulting in blue coloration. Slides were examined under a fluorescence microscope (Zeiss, Oberkochen, Germany).

### 2.7 Statistical analysis

All statistical analyses in this study were conducted using GraphPad Prism 5.0 (San Diego, CA, United States). All data are presented as the mean ± SEM. Statistical analyses used a two-tailed Student’s unpaired t-test for comparisons between two groups, while comparisons among multiple groups were performed using one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test. A *p*-value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 The administration of I-post C can effectively ameliorate lung injury in rats

We induced pulmonary ischemia in the rats by clamping the pulmonary hilum for 30 min. In the IR group, reperfusion was initiated for 2 h following the release of the left lung after the 30-min ischemia. In the I-post C group, three cycles of 30 s of ischemia followed by 30 s of reperfusion were administered after the initial 30 min of left lung ischemia, before resuming reperfusion for a duration of 2 h (Figure 1A). After categorizing the model animals, we proceeded to measure PaO_2_ and oxygen saturation. Prior to modeling, there was minimal disparity in PaO_2_ and oxygen saturation overall. However, the IR group exhibited a significant decrease, while the I-post C group demonstrated a noteworthy recovery. Notably, the pulmonary function of the I-post C group displayed remarkable improvement (Figure 1B). H&E staining revealed that the Sham group maintained intact alveolar structures and airway mucosal epithelium, with no noticeable inflammatory cell infiltration around the bronchi and blood vessels. In contrast, the IR group showed increased pulmonary capillary permeability, pulmonary edema, and extensive inflammatory cell infiltration in the trachea and around the blood vessels. Conversely, the I-post C group demonstrated significantly reduced lung tissue lesions, characterized by decreased bronchial and perivascular inflammatory cell infiltration, as well as alleviation of airway mucosal hyperemia and edema (Figures 1C, D). These results indicate that I-post C effectively mitigates lung tissue damage induced by LIRI.

**FIGURE 1:**
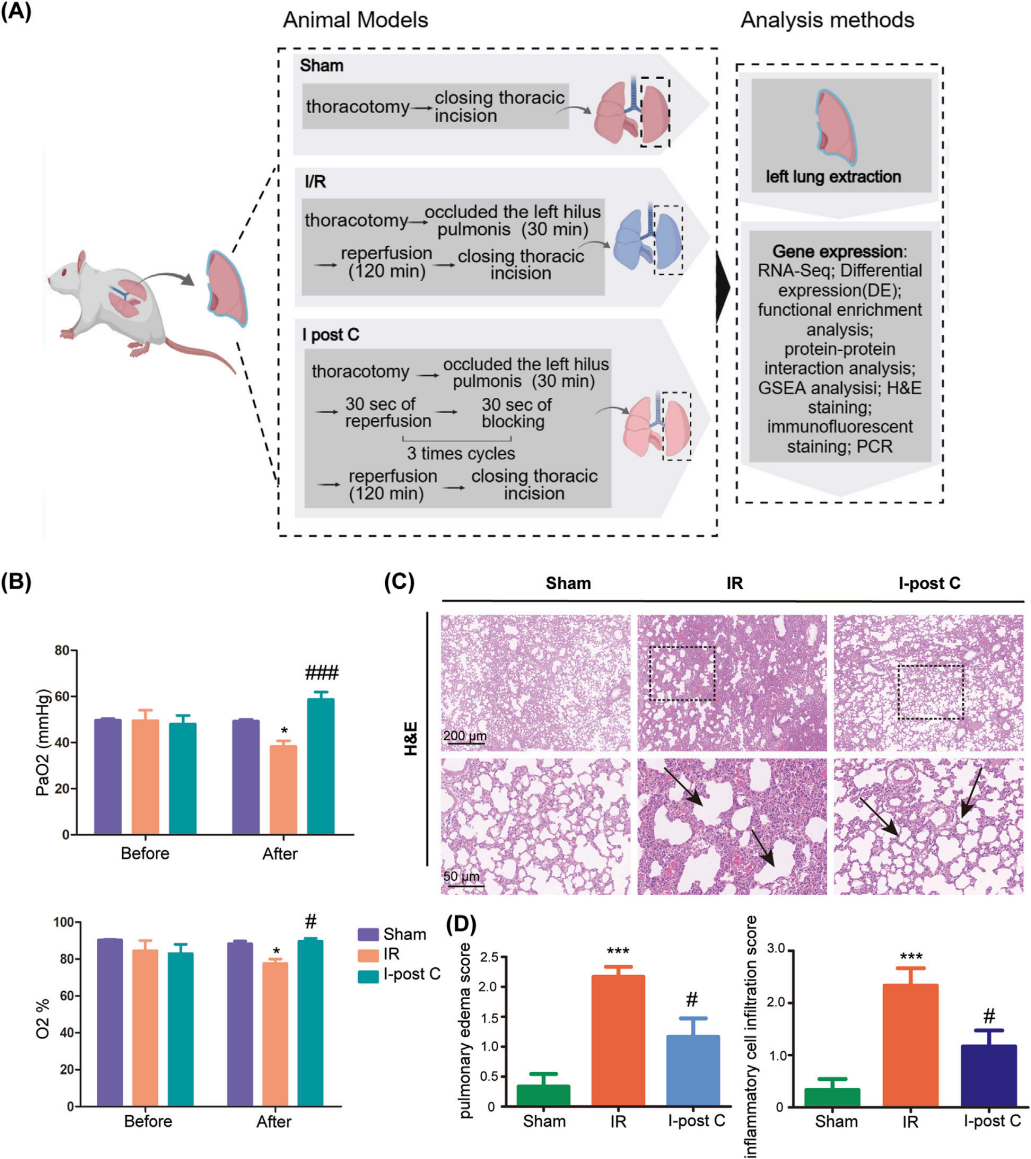
Effects of I-post Conditioning (I-post C) on lung tissue morphology of rat lung ischemia-reperfusion injury (LIRI), and quality control of sequencing data. **(A)** Experimental design. **(B)** Measurement of arterial oxygen partial pressure (PaO2) and oxygen saturation levels across different experimental groups (n = 6). Prior to the modeling procedure, no significant differences were observed among the groups. Post-ischemia/reperfusion (IR) injury, the IR group displayed a marked reduction in PaO2 and oxygen saturation, while the I-post C group exhibited a significant recovery in these parameters, indicating improved pulmonary function. Data are expressed as mean ± SD. *P < 0.05 for Sham vs. IR group, #P < 0.05 and ###P < 0.001 for IR vs. I-post C group. **(C)** H&E staining of rat lung tissue. The upper scale bar represents 200 μm and the lower scale bar represents 50 μm, the black box represents the enlarged area, and the black arrow represents the damaged part of the lung. The sham group displays intact alveolar structure with no inflammatory cell infiltration, while the IR group shows significant alveolar damage, Inflammatory cell infiltration and pulmonary edema. The I-post C group exhibits reduced alveolar disorganization and inflammatory cell presence compared to the IR group. **(D)** Quantitative assessment of pulmonary edema and inflammatory cell infiltration in histological images reveals significant lung injury after IR, which is significantly reduced by I-post C treatment (n = 6). Data are expressed as mean ± SD. ***P < 0.001 for Sham vs. IR group, #P < 0.05 for IR vs. I-post C group.

### 3.2 The comprehensive analysis of transcriptome sequencing data

Following the removal of low-quality sequences, we achieved a total of 54.44 Gb of high-quality transcriptome sequencing data, with over 94.97% of base Q values exceeding the Q30 threshold in each sample. 

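Lung RNA of 9 rats was sequenced as paired reads, with 3 libraries in each of the Sham, IR and I-post C groups, and each library was taken as a separate animal. Which rats of each group gave the RNA is not given in the sources used here. The left pulmonary hilum was clamped for 30 min and released for 2 h in the IR group and was left open in the Sham group. In the I-post C group, 3 cycles of 30 s of ischemia and 30 s of reperfusion came before the 2 h of reperfusion. The deposited table gives a whole-number count and an FPKM value per library for 22833 genes of the rn6 rat genome. The authors mapped the reads with HISAT2, assembled transcripts with StringTie, merged them with gffcompare and estimated FPKM with StringTie and ballgown, while how the counts were made is not given in the sources used here. Total counts were 51214941, 47332060 and 51186038 in the Sham libraries, 45110590, 51023560 and 45605496 in the IR libraries, and 49331650, 47994156 and 49215190 in the I-post C libraries. The paper's Table 1 reports 37508332, 34881683 and 35878330 mapped reads for Sham, 34042801, 37020272 and 33781377 for IR, and 35695060, 35207396 and 37137728 for I-post C. The totals come to 2.73 counts per mapped read pair, so 1 count is not 1 sequenced fragment, and the tests used the counts as deposited. Differential expression was tested with edgeR's quasi-likelihood test, with TMM scaling and all 9 libraries in 1 fit, over the 15402 genes with a mean FPKM of at least 0.5. DEGs had a log2 fold change (log2FC) of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05, the paper's thresholds. DESeq2 on the libraries of the 2 groups compared and limma on log2 FPKM were run beside it. Lists of genes of 43 pathways, cell types and measures of library quality, fixed ahead of the tests, were tested with camera. How reads that map to several places were assigned is not given, so the GIMAP genes, Cxcl1, Cxcl2 and Cxcl6, and the olfactory receptor gene Olr1565 have uncertain values where they share sequence with relatives.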

As anticipated, the majority of marker readings originated from exons, followed by introns and intergenic regions (Supplementary Figure S1A; Table 1). 

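Between 18446 and 19600 genes had an FPKM above 0 in each of the 9 libraries, and 13061 to 14236 genes reached an FPKM of 1. Of the values above 0, 94.5% to 96.2% lay between 0.01 and 100. Transcripts of alveolar cells were among the most abundant. Sftpc, which encodes surfactant protein C of alveolar type 2 cells, had an FPKM of 29243 ± 10757 (SD, n = 3) in Sham, 18614 ± 1876 in IR and 18111 ± 2389 in I-post C lungs. Lyz2, which encodes a lysozyme of alveolar type 2 cells and macrophages, had 25242 ± 5359, 21123 ± 777 and 17618 ± 2219.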

The FPKM density profile illustrated a wide range of expression levels ranging from 10^–2^ to 10^2^ (Supplementary Figure S1B), which allowed for precise quantification of gene expression. Dispersion analysis based on Log_10_ (FPKM) values indicated no significant differences among the samples (Supplementary Figure S2A), indicating uniformity in gene expression levels across all samples.

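The median log10 FPKM of the genes above 0 was 0.713, 0.621 and 0.633 in the Sham libraries, 0.674, 0.631 and 0.599 in the IR libraries, and 0.670, 0.694 and 0.659 in the I-post C libraries. The spread within the Sham group was as wide as that among all 9 libraries apart from IR 3. No difference between the group medians was found by an exact permutation test over the 280 ways to split 9 libraries into 3 groups of 3 (F = 0.851, p = 0.471).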

**TABLE 1:** Transcriptome sequencing summary of rat lung tissues from sham, ischemia/reperfusion, and ischemic post-conditioning groups.

Sample	I_post_C1	I_post_C2	I_post_C3	IR1	IR2	IR3	sham1	Sham2	Sham3
Raw Data									
Read	39,998,670	39,304,396	41,544,026	38,584,582	41,393,676	37,861,012	42,337,672	39,518,258	42,323,950
Base	6.00G	5.90G	6.23G	5.79G	6.21G	5.68G	6.35G	5.93G	6.35G
Valid Date									
Read	37,788,218	37,093,268	39,103,026	36,272,478	39,063,362	35,445,368	40,410,850	36,770,768	39,393,810
Base	5.67G	5.56G	5.87G	5.44G	5.86G	5.32G	6.06G	5.52G	5.91G
Valid Ratio(reads)	94.47	94.37	94.12	94.01	94.37	93.62	95.45	93.05	93.08
Q20%	98.76	98.83	98.82	98.85	98.75	98.92	98.83	98.87	98.97
Q30%	94.97	95.25	95.25	95.34	94.97	95.65	95.39	95.52	96.00
GC content%	48	48	48	47.50	48	48	48	47.50	50
Mapped reads (%)	35,695,060 (94.5)	35,207,396 (94.9)	37,137,728 (95.0)	34,042,801 (93.9)	37,020,272 (94.8)	33,781,377 (95.3)	37,508,332 (92.8)	34,881,683 (94.9)	35,878,330 (91.1)
Unique Mapped reads (%)	33,277,622 (88.1)	32,785,084 (88.4)	33,942,922 (86.8)	31,916,850 (88.0)	34,499,557 (88.3)	31,453,334 (88.7)	34,994,937 (86.6)	32,464,822 (88.3)	32,506,731 (82.5)
Multi Mapped reads (%)	2,417,438 (6.4)	2,422,312 (6.5)	3,194,806 (8.2)	2,125,951 (5.9)	2,520,715 (6.5)	2,328,043 (6.6)	2,513,395 (6.2)	2,416,861 (6.6)	3,371,599 (8.6)
PE Mapped reads (%)	33,342,328 (88.2)	32,851,456 (88.6)	34,452,918 (88.1)	31,708,228 (87.4)	34,434,598 (88.2)	30,652,982 (86.5)	35,322,178 (87.4)	32,002,618 (87.0)	33,571,794 (85.2)
Reads map to sense strand (%)	16,598,168 (43.9)	16,356,417 (44.1)	16,931,124 (43.3)	15,930,446 (43.9)	17,208,677 (44.1)	15,683,956 (44.3)	17,465,241 (43.2)	16,205,929 (44.1)	16,222,721 (41.2)
Reads map to antisense strand (%)	16,679,454 (44.1)	16,428,667 (44.3)	17,011,798 (43.5)	15,986,404 (44.1)	17,290,880 (44.3)	15,769,378 (44.5)	17,529,696 (43.4)	16,258,893 (44.2)	16,284,010 (41.3)
Non-splice reads v	21,593,819 (57.1)	21,560,868 (58.1)	22,156,306 (56.7)	21,088,416 (58.1)	22,421,628 (57.4)	20,302,314 (57.3)	22,598,073 (55.9)	21,322,786 (58.0)	20,310,681 (51.6)
Splice reads (%)	11,683,803 (30.9)	11,224,216 (30.3)	11,786,616 (30.1)	10,828,434 (29.9)	12,077,929 (30.9)	11,151,020 (31.5)	12,396,864 (30.7)	11,142,036 (30.3)	12,196,050 (31.0)
Exon	85.09	84.31	85.10	83.37	85.79	87.05	83.75	86.24	88.35
Intron	7.10	7.39	6.94	8.22	6.27	5.33	8.40	5.64	4.72
Intergenic	7.81	8.30	7.96	8.41	7.93	7.62	7.85	8.11	6.93

To further assess sample dispersion among the three groups, we normalized gene expression levels and conducted PCA. 

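In principal components of log2 FPKM over the 15402 genes tested, Sham 3 and IR 3 stood apart from the other libraries. The first component held 39.3% of the variance and set Sham 3, at 100.8, against the other 8 libraries, which lay between -38.2 and 15.3. The second component held 21.5% and set apart IR 3, at 70.8. The IR 3 library alone held abundant muscle transcripts. Acta1, which encodes skeletal muscle actin, had an FPKM of 1558 in IR 3 and 1.52 to 34.8 in the others, and Mb, which encodes myoglobin, had 916 in IR 3 and at most 3.52 in the others. The 3 I-post C libraries had a mean correlation of 0.959 to 0.968 with their own group and 0.943 to 0.944 with the other groups. The mean correlation with the own group was below that with the other groups in Sham 1 (0.905 and 0.944) and Sham 2 (0.927 and 0.946). The library most alike was one of the same group for 4 of the 9 libraries, namely Sham 3, IR 3, I-post C 1 and I-post C 2. The separation of the 3 groups had a pseudo-F of 1.19 (exact permutation test, p = 0.236 over 280 splits), and p was 0.0179 over the 500 most variable genes and 0.0107 without Sham 1.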

The PCA analysis revealed that samples within the Sham, IR, and I-post C groups were in close proximity, while clear distinctions were evident between these groups (Supplementary Figure S2B).

### 3.3 The gene expression patterns differ significantly between the sham vs.IR group

We utilized DESeq2 software to analyze DEGs between the Sham and IR groups. 

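Il6, Apold1, Has2 and Adamts4 were among the genes that rose most in IR lungs against Sham lungs. Il6 encodes the inflammatory cytokine IL-6 and lies on chromosome 4 of rn6 from 3043231 to 3047807. Its FPKM was 0.476 ± 0.421 (SD, n = 3) in Sham and 39.9 ± 30.6 (SD, n = 3) in IR lungs, with a log2FC of 6.48 (standard error 0.96, adjusted p = 0.0433 from edgeR). Apold1, which encodes a regulator of endothelial cells, went from 2.18 ± 0.746 to 98.3 ± 34.4, with a log2FC of 5.53 (adjusted p = 0.0274 from edgeR). The hyaluronan synthase genes Has2 and Has1 rose with log2FC of 5.51 and 4.78, the aggrecan-cleaving protease gene Adamts4 with 5.05, and the protease inhibitor gene Tfpi2 with 4.84. Tfpi2 had an FPKM of 5.07, 7.67 and 32.3 in the IR libraries, and its log2FC was 3.43 to 5.28 with 1 library left out. The monocyte chemokine gene Ccl7 rose by a log2FC of 4.68 and Gfpt2, a gene of the hexosamine pathway, by 4.34. Olr1565 had the largest log2FC among the named DEGs, 7.33, at a mean FPKM of only 2.22 in IR lungs. Its FPKM in the Sham libraries was 0.04, 0 and 0, so the size of that fold rests on values near the floor. The 3 DEGs that fell were Trim13, which encodes a ubiquitin ligase, with a log2FC of -1.97, Rbm14, which encodes an RNA-binding protein, with -1.75, and Aplnr, the apelin receptor gene of endothelial cells, with -1.32. edgeR called 43 genes higher and 3 lower among 15402 tested. DESeq2 called 233 higher and 60 lower, with all 46 among them. Data simulated for this comparison with the spread of all 9 libraries gave it 172 false calls over 3 sets, which also held changed genes. limma called 37 higher and 1 lower, of which 33 were shared with edgeR. Leaving out 1 library changed the edgeR count to 1 without Sham 1, 0 without Sham 2, 1 without Sham 3, 27 without IR 1, 0 without IR 2, 5 without IR 3, 20 without I-post C 1, 1 without I-post C 2 and 55 without I-post C 3.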

The resulting volcano plot indicated that there were 316 DEGs in the IR group, which included 248 upregulated genes and 68 downregulated genes compared to the Sham group (Figure 2A). 

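The genes drawn in the heatmap of Figure 2B lay in 2 blocks. Of its 26 genes that the paper draws as higher in IR, all 26 had a log2FC above 0, with a median of 2.06, and 6 of them passed edgeR's test while 26 passed DESeq2's. Of its 24 genes drawn as lower in IR, 22 could be tested, and all 22 had a log2FC below 0, with a median of -1.54. Of these 22, 2 passed edgeR's test and 20 passed DESeq2's. The study chose these genes on the same libraries, so their direction is not independent evidence. In I-post C lungs, the log2FC against IR lay below 0 for 21 of the 26 (median -0.51) and above 0 for all 22 (median 0.95), with 0 of either block past the adjusted threshold of edgeR, 6 and 14 at an unadjusted p under 0.05, and 4 and 4 by DESeq2. Both comparisons share the IR libraries, so opposite signs come in part from the choice of genes, and over all genes 66.7% had opposite signs in simulated groups with no change.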

A hierarchical clustering heatmap of 50 most significant DEGs further demonstrated that the upregulated DEGs in the IR group predominantly clustered in the upper section (Figure 2B), highlighting the distinct expression patterns associated with LIRI.

**FIGURE 2:**
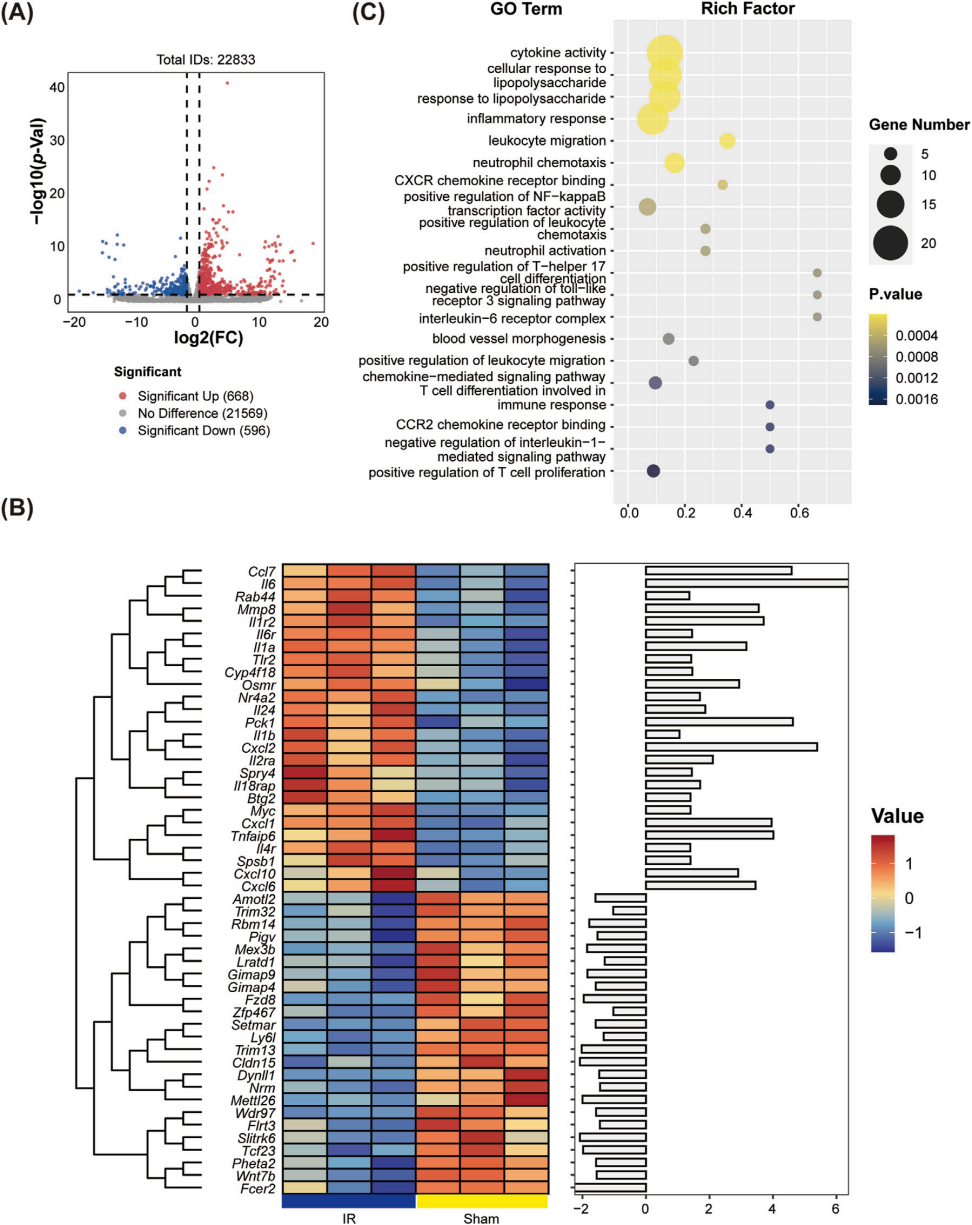
Identification of differentially expressed genes (DEGs) and Gene Ontology (GO) enrichment analyses between the Sham and IR groups. **(A)** Volcano plots displaying DEGs, highlighting the significance and magnitude of changes in gene expression. **(B)** Heatmaps illustrating the expression patterns of DEGs across groups. **(C)** GO enrichment analysis was performed on the GO terms associated with significant DEGs across all categories.

### 3.4 Enrichment analysis between sham vs.IR group

Enrichment analysis of DEGs from the Sham vs.IR group was conducted using GO and KEGG pathways to explore their biological functions. GO enrichment analysis categorized functions into biological process (BP), molecular function (MF), and cell composition (CC). The BP enrichment primarily highlighted the positive regulation of Th17 helper T cell differentiation, neutrophil-mediated killing of gram-negative bacteria, and inflammation-related terms such as neutrophil aggregation, activation, and chemotaxis. 

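The list of neutrophil markers was higher in IR than in Sham lungs by camera and, just under the threshold, by fry, a second test of lists. It did not pass by camera with an estimated correlation or gene by gene. S100a9 and S100a8, which encode the calprotectin subunits that neutrophils carry, had a mean FPKM of 282 ± 159 and 148 in IR lungs against 70.7 ± 16.5 and 28.0 in Sham lungs (SD, n = 3), and neither passed edgeR's test. Of 23 neutrophil markers, 0 were DEGs by edgeR, 4 were higher when adjusted over the list alone and 7 were higher by DESeq2, with a median log2FC of 0.76. The list as a whole was higher by camera (adjusted p = 1.8e-06), with adjusted p = 0.0705 with an estimated correlation and adjusted p = 0.0480 by fry. Of 19 genes of the NADPH oxidase and of neutrophil extracellular traps, Tlr2, which encodes a receptor for bacterial lipoproteins, rose with a log2FC of 1.51 (adjusted p = 0.0322 from edgeR), 2 were higher and 1 lower when adjusted over the list alone, and the list had adjusted p = 0.0424 and adjusted p = 0.141 with an estimated correlation. Among the DEGs of edgeR, 1 of 31 genes of the GO term neutrophil chemotaxis was found (adjusted p = 1 by Fisher's exact test) and 0 of 5 of the term neutrophil activation. Among the DEGs of DESeq2, 6 of the 31 chemotaxis genes were found (among them Ccl7, Cxcl2, Cxcl6, S100a8 and S100a9, adjusted p = 0.0267) and 2 of the 5 activation genes (adjusted p = 0.416). For Th17 cell differentiation, a KEGG pathway, edgeR's DEGs included 3 of 92 genes (adjusted p = 0.0425 by Fisher's exact test) and DESeq2's 8 (adjusted p = 0.00641).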

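Genes of the IL-6 receptor and of the signaling behind it rose together in IR lungs. Il6r, which encodes the receptor subunit that binds IL-6, had an FPKM of 12.6 ± 3.15 (SD, n = 3) in Sham and 34.4 ± 1.99 (SD, n = 3) in IR lungs, with a log2FC of 1.54 (standard error 0.19, adjusted p = 0.0274 from edgeR). Socs3, the inhibitor gene that STAT3 induces, went from 14.8 ± 3.09 to 100.1 ± 38.9, with a log2FC of 2.86 (standard error 0.40, adjusted p = 0.0334 from edgeR). Osm, which encodes the related cytokine oncostatin M, had a log2FC of 2.03 (adjusted p = 0.0489 from edgeR). Of 25 tested genes of the IL-6 family and STAT3 targets, 4 were higher (Il6, Il6r, Socs3 and Osm), 0 were lower and 21 did not pass, with 13 higher when adjusted over the list alone and 13 by DESeq2. The list had a median log2FC of 1.30 and rose by camera (adjusted p = 7.4e-17), with adjusted p = 0.0100 with an estimated correlation. Beyond the paper's terms, 5 of 106 genes of the KEGG JAK-STAT pathway were among edgeR's DEGs (adjusted p = 0.0013 by Fisher's exact test).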

Meanwhile, CC and MF were notably enriched in the interleukin (IL)-6 receptor complex. Additionally, significant enrichment was observed for chemokine receptor binding within the GO terms (Figure 2C). 

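Chemokine genes were among the largest differences between IR and Sham lungs, with wide spread between the IR libraries. Cxcl2, which encodes a neutrophil chemoattractant, had a mean FPKM of 0.455 in Sham and 19.1 ± 13.3 (SD, n = 3) in IR lungs, a log2FC of 5.53 that did not pass (adjusted p = 0.0643 from edgeR). Ccl2, which encodes the main chemoattractant of monocytes, had 4.02 in Sham and 115 ± 127 in IR lungs, a log2FC of 4.99 that did not pass either (adjusted p = 0.0643 from edgeR). Its FPKM was 260 in IR 3, the library with abundant muscle transcripts, against 29.5 in IR 1 and 53.9 in IR 2. Of 32 CC and CXC chemokine genes tested, Cxcl1 and Ccl7 were higher, 0 were lower and 30 did not pass, with 6 higher when adjusted over the list alone and 7 by DESeq2. The list had a median log2FC of 0.49 and camera gave adjusted p = 1.2e-05, with adjusted p = 0.162 with an estimated correlation. Of the 21 genes of the GO term chemokine activity, 2 were among the DEGs of edgeR (adjusted p = 0.715 by Fisher's exact test) and 5 among those of DESeq2 (adjusted p = 0.0267). CXCR chemokine receptor binding had 0 of 6 genes by edgeR and 2 of 6 by DESeq2 (adjusted p = 0.539).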

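Target genes of NF-κB and genes of TNF signaling were higher in IR than in Sham lungs. Of 54 tested NF-κB inhibitors and target genes, 49 had a log2FC above 0, 6 were higher and 48 did not pass, with 27 higher when adjusted over the list alone and 24 by DESeq2. Zc3h12a, which encodes an RNase that degrades inflammatory transcripts, rose with a log2FC of 2.54 (adjusted p = 0.0274 from edgeR). Ptgs2, which encodes cyclooxygenase-2, went from an FPKM of 0.971 ± 0.557 in Sham to 12.1 ± 5.42 in IR lungs (SD, n = 3), with a log2FC of 3.80 (adjusted p = 0.0459 from edgeR). The list had a median log2FC of 1.14 and rose by camera (adjusted p = 2.2e-31), with adjusted p = 0.0117 with an estimated correlation. Of 93 genes of TNF signaling, 7 were higher and 18 when adjusted over the list alone, among them Edn1, which encodes the vasoconstrictor endothelin-1, with a log2FC of 2.36 (adjusted p = 0.0372 from edgeR). That list had a median of 0.27 and adjusted p = 9.8e-12 by camera, with adjusted p = 0.016 with an estimated correlation. Among the KEGG pathways of the deposited table, edgeR's DEGs included 7 of 97 genes of TNF signaling (adjusted p = 4.5e-06 by Fisher's exact test), 4 of 77 of IL-17 signaling (adjusted p = 0.00438), 6 of 182 of cytokine-cytokine receptor interaction (adjusted p = 0.0013) and 3 of 92 of NF-κB signaling (adjusted p = 0.0425). NOD-like receptor signaling, with 3 of 141 genes, did not pass (adjusted p = 0.101), while DESeq2's DEGs included 9 of 140 of its genes (adjusted p = 0.0178). HIF-1 signaling, with 5 of 91 genes, also passed (adjusted p = 0.00119 with edgeR's DEGs).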

KEGG pathway analysis revealed predominant associations of the selected DEGs with several key pathways, including the IL-17 signaling pathway, TNF signaling pathway, NF-κB signaling pathway, NOD-like receptor signaling pathway, and cytokine-cytokine receptor interaction (Figure 3A).

**FIGURE 3:**
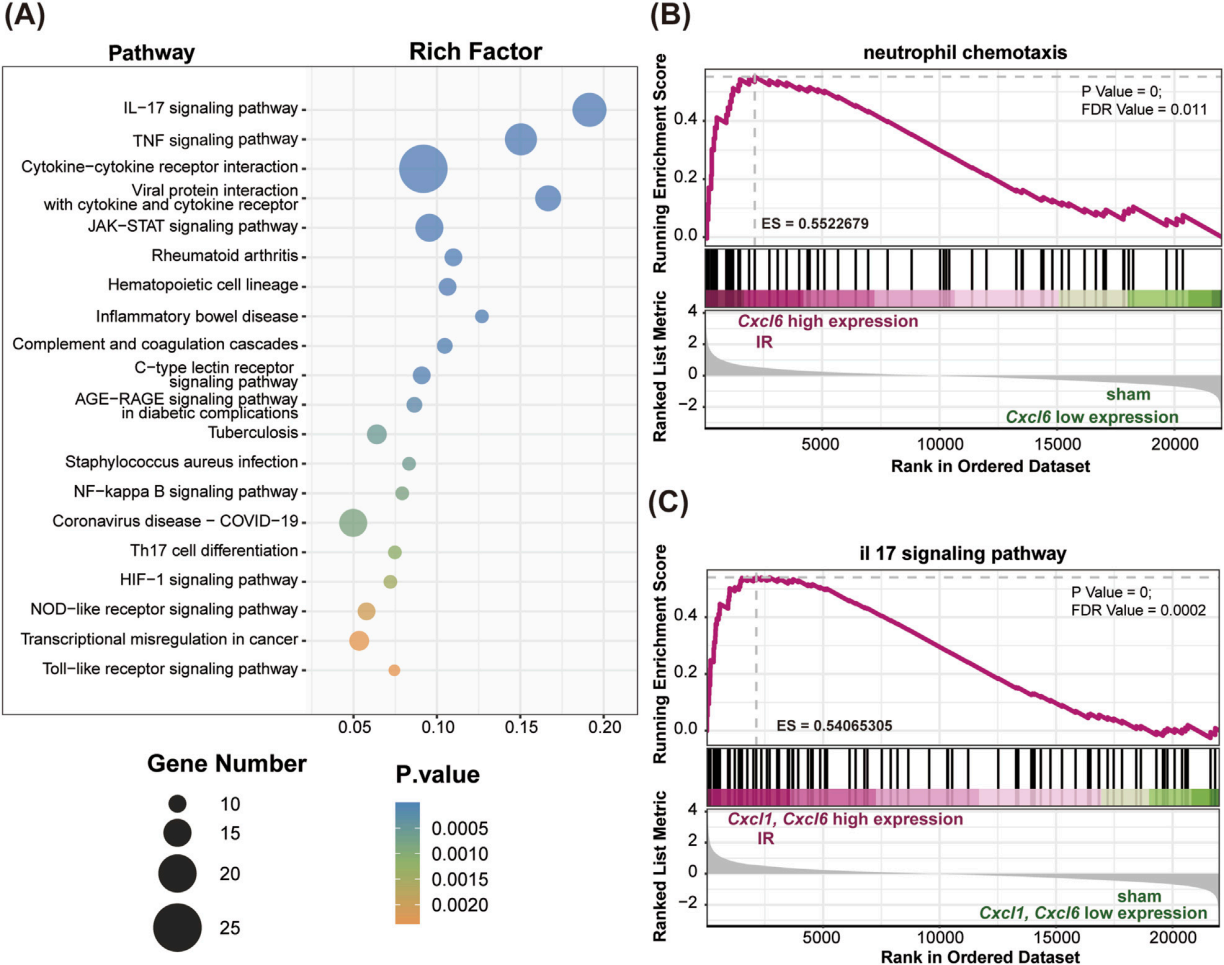
KEGG and GSEA enrichment analyses comparing the Sham and IR groups. **(A)** The bubble plot illustrates the top 20 significant pathways identified in the KEGG analysis. **(B)** The C*xcl6* gene, associated with neutrophil chemotaxis, exhibited significant enrichment in the IR group (P value < 0.001, ES = 0.55). **(C)** Both C*xcl1* and C*xcl6* genes, related to the IL-17 signaling pathway, were significantly enriched in the IR group (P value < 0.001, ES = 0.54).

To further elucidate the molecular basis of lung tissue injury resulting from IR, we performed GSEA to assess the influence of IR on gene expression in lung tissue signaling pathways. Our findings indicated a notable upregulation of specific inflammatory and immune-related pathways, including neutrophil chemotaxis (Figure 3B) and the IL-17 signaling pathway (Figure 3C), in the IR group compared to the Sham group. 

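The lists of IL-17 signaling and neutrophil chemotaxis were higher in IR than in Sham lungs. Of 74 tested genes of the IL-17 list, Il6, Ccl7, Cxcl1 and Ptgs2 were higher, 0 were lower and 70 did not pass, with 16 higher when adjusted over the list alone and 19 by DESeq2. Csf3, which encodes the granulocyte growth factor G-CSF, was at 0 in all 3 Sham libraries and had an FPKM of 7.84 ± 8.89 (SD, n = 3) in IR lungs. It was 17.9 in IR 3 against 1.18 in IR 1 and 4.42 in IR 2. The list's median log2FC was 0.33, with 47 genes above 0 and 27 below, and it rose by camera (adjusted p = 4.4e-09), with adjusted p = 0.0100 with an estimated correlation. Of 79 tested genes of neutrophil chemotaxis, Ccl7 and Cxcl1 were higher, 0 were lower and 77 did not pass, with 11 higher when adjusted over the list alone and 14 by DESeq2. This list's median log2FC was 0.32, with 54 genes above 0 and 25 below, and it rose by camera (adjusted p = 4.8e-07), with adjusted p = 0.018 with an estimated correlation. The running enrichment score on the signal-to-noise ranking of 22028 genes was 0.537 for IL-17 signaling and 0.558 for neutrophil chemotaxis. Both scores lay above those of 100% of 10000 random lists matched on mean expression, and leaving out 1 library gave 0.497 to 0.591 and 0.484 to 0.583. With the deposited KEGG set of IL-17 signaling the score was 0.547, and with the deposited GO set of neutrophil chemotaxis it was 0.582. Members of these lists that the paper also names were not an independent choice, and both lists also passed camera's threshold without Cxcl1 and Cxcl6.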

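Cxcl1 rose in IR lungs, and Cxcl6 was higher in every IR library than in every Sham library. Both encode chemokines that attract neutrophils through the receptor CXCR2. Cxcl1 lies on chromosome 14 of rn6 from 18743685 to 18745457, and Cxcl6 lies near it from 18860264 to 18862407. The FPKM of Cxcl1 was 13.3 ± 7.70 (SD, n = 3) in Sham and 206 ± 89.7 (SD, n = 3) in IR lungs, with a log2FC of 4.03 (standard error 0.57, adjusted p = 0.0334 from edgeR). The FPKM of Cxcl6 was 0.465 ± 0.187 (SD, n = 3) in Sham and 5.07 ± 5.37 (SD, n = 3) in IR lungs, with a log2FC of 3.63 (standard error 0.81). Cxcl6 did not pass (adjusted p = 0.130 from edgeR), and it passed by DESeq2 (adjusted p = 0.00111). Its value in IR 3 was 11.2 against 1.35 and 2.64 in IR 1 and IR 2, and without IR 3 its log2FC was 2.11 (adjusted p = 0.331 from edgeR). For both genes an exact permutation test of FPKM gave p = 0.1, the smallest that 3 against 3 allows. The call of Cxcl1 was lost without Sham 1, Sham 2, Sham 3, IR 2, IR 3 or I-post C 2 (log2FC 3.48 to 4.69), at an adjusted p of 0.0635 to 0.154 from edgeR.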

Within these pathways, we observed elevated expression levels of *Cxcl1* and *Cxcl6*, which are critical mediators of inflammation.

### 3.5 The impact of I-post C on gene expression in rat lung tissue

Compared to the IR group, the I-post C group exhibited a total of 38 DEGs, which comprised 21 upregulated genes and 17 downregulated genes (Figure 4A). 

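Ptgs2 and Lcn2 were lower and Aplnr and Gfap were higher in I-post C than in IR lungs by DESeq2, while no gene passed edgeR's test after adjustment. Ptgs2 had an FPKM of 2.32 ± 0.824 (SD, n = 3) in I-post C lungs, with a log2FC of -2.55 (standard error 0.54). Il6, also called lower by DESeq2 (adjusted p = 0.0464), had 9.73 ± 6.08 in I-post C lungs, with a log2FC of -2.24 (standard error 0.78) that went to -1.30 without IR 3. Lcn2, which encodes the iron-binding protein lipocalin-2, had 298 ± 69.4 in IR and 105 ± 44.6 in I-post C lungs, with a log2FC of -1.62 (standard error 0.48). In the other direction, Aplnr had 15.5 ± 3.23 in IR and 42.6 ± 3.17 in I-post C lungs, with a log2FC of 1.34 (standard error 0.19), the lowest adjusted p of the comparison (0.641 from edgeR). Gfap, which encodes an intermediate filament protein of glial cells, had a mean of 0.685 in IR and 3.77 ± 1.13 in I-post C lungs, with a log2FC of 2.31. edgeR called 0 genes higher and 0 lower among 15402, and 1 gene higher without IR 3. At an unadjusted p under 0.05 and a log2FC of at least 1 in size, 68 were higher and 189 lower. DESeq2 called 17 higher and 20 lower on the libraries of these 2 groups, and limma called 0. Data were simulated for this comparison with the spread estimated over all 9 libraries. In them edgeR recovered 2.00% of genes changed by a fold of 2 and 44.7% of those changed by a fold of 4, with 6 false calls over 3 sets. A call needed an estimated log2FC of at least 1 in size, the size of a 2-fold change itself. The share at a fold of 2 is therefore low in part through that limit. DESeq2 recovered 23.7% and 75%, with 178 false calls over the same 3 sets, which is more per set than its 37 calls here. Under that pooled spread, and with changed genes in each set, false calls could give that number. The changed genes themselves loosen the adjusted threshold. DESeq2's calls in this comparison were not counted in data with no changed genes, so what false calls give there is not known.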

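The genes in the heatmap of Figure 4B lay in 2 blocks of opposite direction. All 16 genes that the paper draws as higher in I-post C had a log2FC above 0 against IR, with a median of 1.25. Of the 16 drawn as lower, 13 could be tested, and all 13 lay below 0, with a median of -2.05. edgeR called 0 of them after adjustment, while 16 of the 16 and 11 of the 13 had an unadjusted p under 0.05, and DESeq2 called 14 and 13. In IR lungs against Sham lungs, the 13 genes of the lower block all had a log2FC above 0 (median 2.75, 4 past edgeR's test), and 12 of the 16 genes of the upper block lay below 0 (median -0.99). These genes were chosen by the study on the same libraries, so the direction against IR is not independent evidence, and neither is the opposite direction against Sham, since both comparisons share the IR libraries.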

The cluster heatmap analysis illustrated a distinct distribution of these DEGs: the upregulated genes predominantly clustered in the upper section of the heatmap, while the downregulated genes were concentrated in the lower section (Figure 4B). Moreover, in comparison to both the Sham vs. IR group, we identified 18 co-expressed DEGs that were primarily associated with the inflammatory response. Among these, seven inflammation-related DEGs were highlighted (listed by log_2_FC value): *Gimap9*, *Gimap4, Nrm, Aplnr, Cxcl6, Cxcl1, and Trim16.* Notably, *Gimap9, Gimap4, Nrm,* and *Aplnr* were upregulated in the I-post C group, whereas *Cxcl1, Cxcl6* and *Trim16* demonstrated downregulation.

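Cxcl1, Cxcl6, Il6, Ptgs2, Has2, Gfpt2 and Trim16 were among 14 genes that DESeq2 called higher in IR than in Sham and lower in I-post C than in IR. Another 5 genes, Gimap4, Gimap9, Nrm, Aplnr and Mex3b, were lower in IR than in Sham and higher in I-post C than in IR, and 0 moved the same way in both comparisons. Mex3b is named after its values were seen. By edgeR the overlap was 0, since 0 genes passed in I-post C against IR. At an unadjusted p under 0.05 and a log2FC of at least 1 in size in both, 164 genes went in opposite directions. The 2 comparisons share the 3 IR libraries. With no change between the groups, simulated groups that share the IR libraries gave a mean of 3.8 such genes by DESeq2 and a highest of 9 in 10 simulations, and independent lists would share 0.388. The simulated groups hold no change, so they do not show what sharing adds where genes differ between IR and Sham. The IR libraries are too few to be split, so part of the excess over these values may come from the shared libraries. Over all genes, the log2FC of the 2 comparisons had a covariance of -0.370, against -0.149 in simulated unchanged groups, while the share of genes with opposite signs was 66.7% in both.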

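In all 7 genes, the I-post C libraries lay apart from the IR libraries, and the mean of I-post C lay nearer to that of Sham than to that of IR. Gimap9 and Gimap4 encode GTPases of lymphocytes and endothelial cells and lie side by side on chromosome 4 of rn6, from 78310379 to 78313206 and from 78320190 to 78327144. Gimap9 had an FPKM of 48.1 ± 24.0 (SD, n = 3) in Sham, 13.4 ± 3.84 in IR and 38.8 ± 17.4 in I-post C lungs, with a log2FC of 1.43 (standard error 0.37) in I-post C against IR. Gimap4 had 57.1 ± 23.3 in Sham, 19.1 ± 7.13 in IR and 52.9 ± 13.7 in I-post C lungs, with a log2FC of 1.37 (standard error 0.30). Nrm, which encodes the nuclear envelope protein nurim and lies on chromosome 20 from 3397834 to 3401276, had 9.39 ± 2.75, 3.45 ± 0.648 and 7.91 ± 1.49, with a log2FC of 1.08. Aplnr lies on chromosome 3 from 72540538 to 72544182, and its mean in I-post C lungs was close to the 40.9 ± 11.9 of Sham lungs. Trim16, which encodes a ubiquitin ligase of the stress response and lies on chromosome 10 from 49231730 to 49254621, had 1.59 ± 0.774, 6.74 ± 0.861 and 2.10 ± 0.606, with a log2FC of -1.81. In I-post C against IR, the groups did not overlap in any of the 7 genes (exact permutation test of FPKM, p = 0.1 for each, the smallest that 3 against 3 allows). The study chose the 7 genes as DEGs of both comparisons on the same libraries, so this separation and the return toward Sham are not independent evidence. edgeR gave 0 calls among the 7 after adjustment and 7 at an unadjusted p under 0.05, and DESeq2 called all 7, with adjusted p from 4.6e-11 (Aplnr) to 0.0155 (Gimap9). In IR against Sham, edgeR called Cxcl1 and Aplnr, while Gimap9 (log2FC -1.75, adjusted p = 0.121), Gimap4 (-1.50, adjusted p = 0.102), Nrm (-1.41, adjusted p = 0.130), Cxcl6 and Trim16 (2.17, adjusted p = 0.0911) did not pass. All 6 tested GIMAP genes had a log2FC below 0 in IR against Sham (median -0.82) and above 0 in I-post C against IR (median 0.57), with adjusted p = 8.2e-08 and adjusted p = 2.7e-11 by camera, and adjusted p = 0.0629 and adjusted p = 0.0689 with an estimated correlation. When adjusted over the list alone, 4 of the 6 were lower in IR and 2 were higher in I-post C lungs. By fry, the GIMAP list passed in IR against Sham (adjusted p = 0.0206), while the lowest adjusted p of any list in I-post C against IR was 0.168. Markers of B cells (median 0.84, 18 of 19 above 0) and NK cells (median 0.68) also lay above 0 in I-post C against IR, while T cell markers hardly differed (median 0.10, 11 of 21 above 0). IR 2 and IR 3 were the lowest libraries for B cell markers (mean log2 level -0.72 and -0.93) as for GIMAP genes (-0.70 and -1.10), but B cell markers and GIMAP genes parted in IR 1 (0.53 and -0.13) and I-post C 3 (-0.46 and 0.46). Endothelial markers were lower in every IR library (-0.32 to -0.13) than in every I-post C library (0.10 to 0.24), as were GIMAP genes. They parted in Sham 2, the lowest library for endothelial markers (-0.43), where GIMAP genes were at 0.07. Whether a different share of lymphocytes or endothelial cells plays a part stays open.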

**FIGURE 4:**
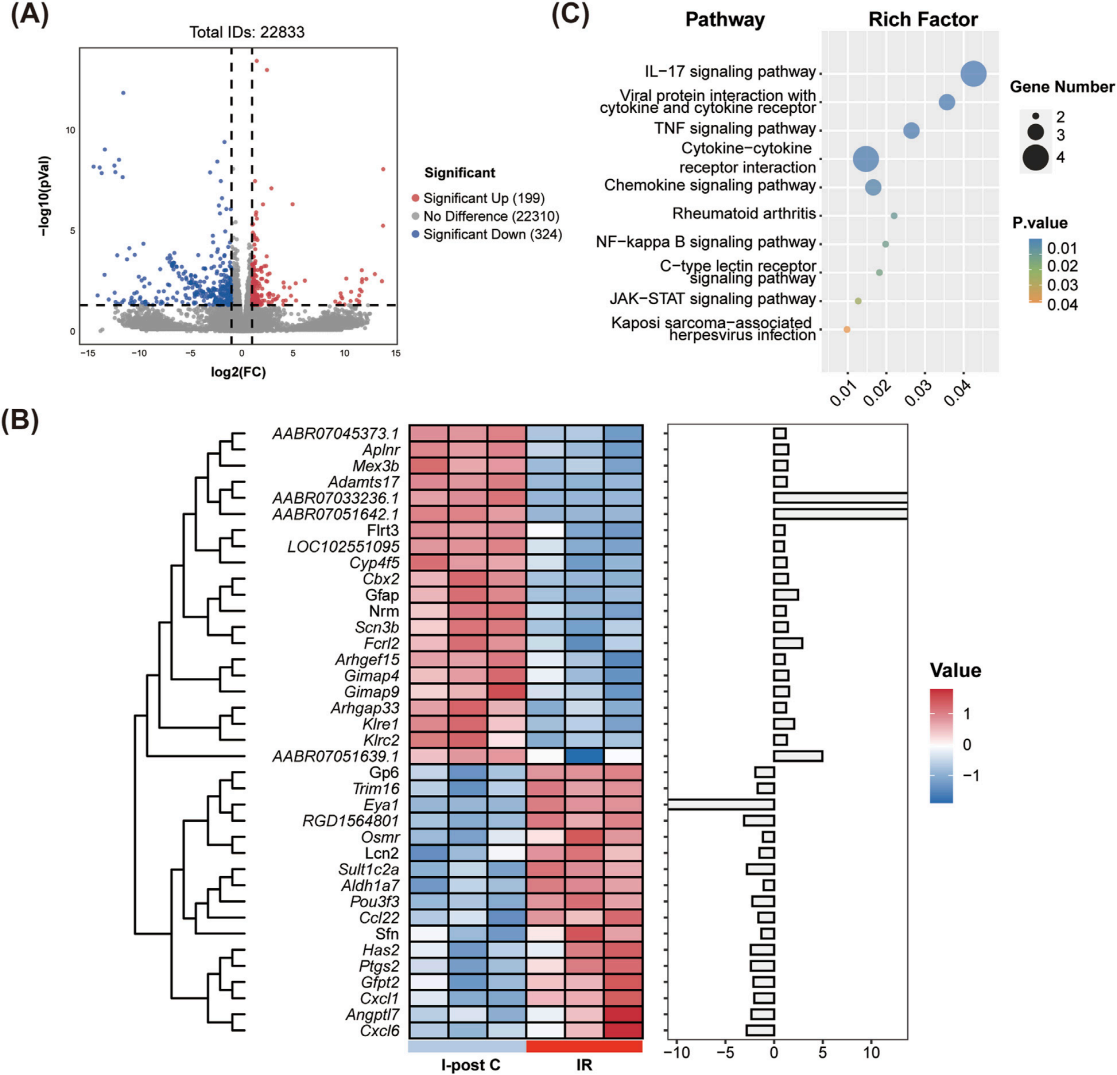
Identification of DEGs and KEGG enrichment analysis between the IR and I-post C groups. **(A)** The volcano plot depicts the DEGs, highlighting significant changes in gene expression. **(B)** The heatmap illustrates the expression patterns of DEGs across the two groups. **(C)** The bubble plot presents the top 10 significant pathways identified in the KEGG analysis.

### 3.6 I-post C alleviates lung injury through inflammation inhibition

KEGG pathway analysis revealed significant enrichment of DEGs in inflammatory immune-related pathways, including the IL-17 signaling pathway, TNF signaling pathway, NF-κB signaling pathway, and cytokine-cytokine receptor interactions (Figure 4C).

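The lists of NF-κB targets, TNF signaling and IL-6 family genes were lower in I-post C than in IR lungs by camera, and did not pass with an estimated correlation. In all, 22 of 43 lists were lower by camera in this comparison, and 0 with an estimated correlation. Among the 22 were mitochondrially encoded transcripts, with 13 of 13 below 0 (median -0.50). Of 54 NF-κB inhibitors and target genes, 46 had a log2FC below 0, with a median of -0.44, and the list was lower by camera (adjusted p = 2.4e-13), with adjusted p = 0.0801 with an estimated correlation. Its mean log2 level did not overlap, with 0.54, 0.45 and 0.78 in the IR libraries and 0.36, 0.17 and -0.15 in the I-post C libraries. Of 93 genes of TNF signaling, 59 lay below 0, with a median of -0.10 (adjusted p = 0.00127 by camera, and adjusted p = 0.164 with an estimated correlation). The mean log2 level of that list overlapped, with 0.35, 0.15 and 0.20 in IR 1, IR 2 and IR 3 and 0.28, 0.19 and -0.06 in the I-post C libraries. Of 25 genes of the IL-6 family and STAT3 targets, 20 lay below 0, with a median of -0.32 (adjusted p = 1.6e-06 by camera, and adjusted p = 0.0689 with an estimated correlation). The mean log2 level of the IL-6 list overlapped, since IR 1 (0.33) lay below I-post C 1 (0.39). edgeR called 0 genes of these lists after adjustment, and 0, 2 and 0 were lower when adjusted over the list alone, while DESeq2 called 4, 5 and 3 lower. With 0 DEGs by edgeR, no enrichment among its DEGs could be tested. Among the DEGs of DESeq2, 5 of 77 genes of the KEGG IL-17 pathway were found (Cxcl1, Cxcl6, Il6, Lcn2 and Ptgs2, adjusted p = 0.000435 by Fisher's exact test). Cytokine-cytokine receptor interaction had 5 of 182 genes, among them Ccl22, which encodes a chemokine for T cells (adjusted p = 0.00818 by Fisher's exact test), and TNF signaling had 4 of 97 (adjusted p = 0.00818). NF-κB signaling had 2 of 92 genes, Cxcl1 and Ptgs2, and did not pass (adjusted p = 0.524 by Fisher's exact test).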

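Neutrophil transcripts did not separate I-post C from IR lungs. S100a9 had an FPKM of 302 ± 315 (SD, n = 3) and S100a8 of 187 ± 238 in I-post C lungs, with 462 for S100a8 in I-post C 3. Of 23 neutrophil markers, 0 passed edgeR's test, as did no other gene in this comparison. The list had a median log2FC of -0.17 (adjusted p = 0.351 by camera). Its mean log2 level was 0.31, 0.70 and 0.01 in IR 1, IR 2 and IR 3. It was -0.09, 0.03 and 0.86 in I-post C 1, I-post C 2 and I-post C 3. The overlap thus rests largely on I-post C 3, the highest library, and on the low level of IR 3. The GO term neutrophil chemotaxis had 2 of 31 genes among the DEGs of DESeq2 (adjusted p = 0.821 by Fisher's exact test), and neutrophil activation had Cxcl6 alone of its 5 genes (adjusted p = 1).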

GO enrichment analysis further indicated that compared to the IR group, the DEGs in the I-post C group were mainly enriched in biological processes related to neutrophil activation and chemotaxis. Additionally, the MF were enriched in IL-1 binding, chemokine activity, and CCR chemokine receptor binding (Supplementary Figure S3).

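The list of chemokine genes was lower in I-post C than in IR lungs by camera, and did not pass with an estimated correlation. Of 32 CC and CXC chemokine genes, 25 had a log2FC below 0, with a median of -0.47, and the list was lower by camera (adjusted p = 9.9e-07), with adjusted p = 0.132 with an estimated correlation. By library, the mean log2 level of the list was 0.29, 0.10 and 0.85 in IR 1, IR 2 and IR 3 and 0.19, 0.02 and -0.19 in the I-post C libraries, so IR 3 was far the highest and IR 2 lay below I-post C 1. Ccl22 had a mean FPKM of 3.38 ± 0.899 (SD, n = 3) in IR and 1.11 ± 0.374 in I-post C lungs, with a log2FC of -1.77 (standard error 1.08) that passed by DESeq2 (adjusted p = 0.00757) and not by edgeR (unadjusted p of the model 0.134). Of 21 genes of the GO term chemokine activity, Ccl22, Cxcl1 and Cxcl6 were DEGs by DESeq2 (adjusted p = 0.0682 by Fisher's exact test over both directions, and adjusted p = 0.0102 for the lower genes alone). CCR chemokine receptor binding had Ccl22 alone of its 7 genes (adjusted p = 1 by Fisher's exact test). Of 29 cytokine genes, edgeR called 0, and the list had a median log2FC of -0.13 (adjusted p = 0.0604 by camera).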

Further GSEA demonstrated a downregulation of neutrophil chemotactic and IL-17 signaling pathways in the I-post C group compared to the IR group (Figures 5A, B). This downregulation was also reflected in the reduced expression levels of *Cxcl1* and *Cxcl6* within these pathways.

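Both lists were lower in I-post C than in IR lungs by camera, and neither passed with an estimated correlation. Of 74 tested genes of IL-17 signaling, 49 had a log2FC below 0, with a median of -0.12, and of 79 of neutrophil chemotaxis 47 lay below 0, with a median of -0.07. The IL-17 list was lower by camera (adjusted p = 5.9e-05), with adjusted p = 0.0689 with an estimated correlation. Its mean log2 level did not overlap, with 0.32, 0.25 and 0.39 in the IR libraries and 0.19, 0.14 and -0.04 in the I-post C libraries. The neutrophil chemotaxis list was lower by camera (adjusted p = 0.00868), with adjusted p = 0.164 with an estimated correlation and adjusted p = 0.0508 without I-post C 3. In its mean log2 level, IR 1 (0.32) and IR 3 (0.30) lay above every I-post C library. IR 2 (0.12) lay below I-post C 1 (0.15) and I-post C 2 (0.16). edgeR called 0 genes of either list after adjustment, and DESeq2 called 5 and 3 lower. The running enrichment score was -0.367 for IL-17 signaling and -0.407 for neutrophil chemotaxis, below the scores of 100% of 10000 random lists matched on mean expression. Leaving out 1 library gave -0.414 to -0.306 for IL-17 signaling and -0.431 to -0.256 for neutrophil chemotaxis, the last without IR 1. With the deposited KEGG set of IL-17 signaling the score was -0.344, and with the deposited GO set of neutrophil chemotaxis it was -0.543 (jackknife standard error 0.106). Both lists also passed camera's threshold without Cxcl1 and Cxcl6.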

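Cxcl1 and Cxcl6 were lower in every I-post C library than in every IR library. The FPKM of Cxcl1 was 149, 161 and 310 in the IR libraries and 74.2, 39.0 and 37.2 in the I-post C libraries, with a mean of 50.1 ± 20.9 (SD, n = 3) after I-post C and a log2FC of -2.22 (standard error 0.53). The FPKM of Cxcl6 was 1.35, 2.64 and 11.2 in the IR libraries and 0.735, 0.558 and 0.865 in the I-post C libraries, with a log2FC of -3.04 (standard error 0.79). Neither passed edgeR's test after adjustment (adjusted p = 1 for both), and both passed by DESeq2 (adjusted p = 0.000114 and 0.0150). Without IR 3, the log2FC was -1.68 for Cxcl1 and -1.53 for Cxcl6. In I-post C against Sham, Cxcl1 passed neither by edgeR (adjusted p = 0.588) nor by DESeq2 (adjusted p = 0.0589), although its FPKM was 22.1 in the highest Sham library and 37.2 in the lowest I-post C library.

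**Figure D1:**
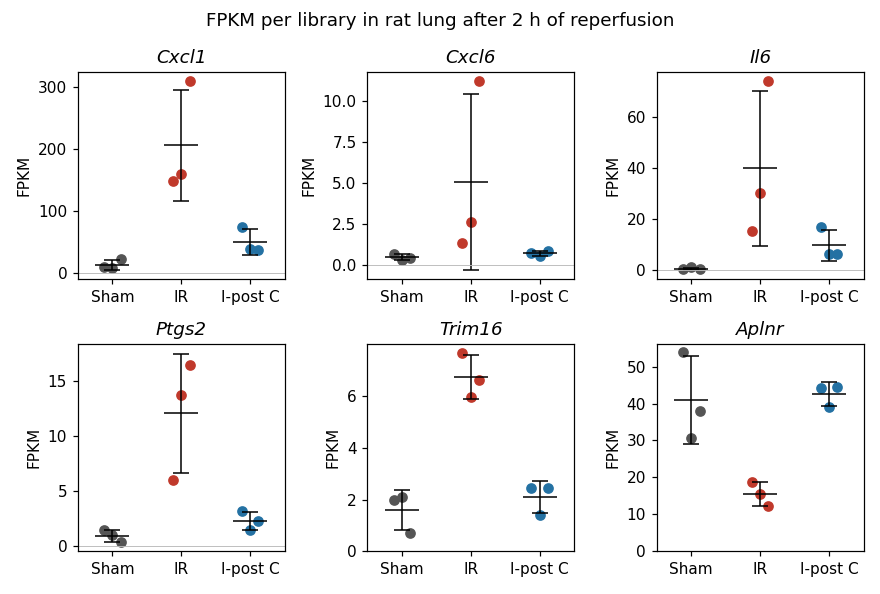
FPKM in each library (points) of Cxcl1, Cxcl6, Il6, Ptgs2, Trim16 and Aplnr in the Sham, IR and I-post C groups, with the mean as a bar and the SD as an error bar (n = 3). In Il6 the highest I-post C library, at 16.8, lies above the lowest IR library, at 15.2, and in the other genes the libraries of these groups do not overlap.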

**FIGURE 5:**
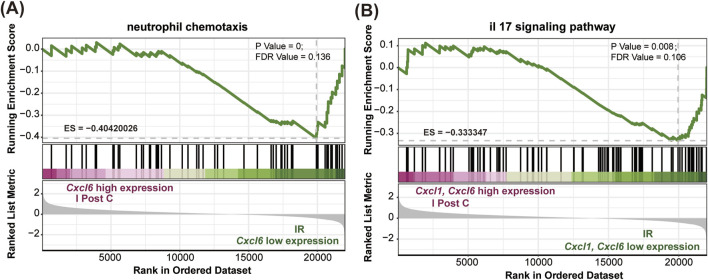
GSEA comparing the IR and I-post C groups. **(A)** The C*xcl6* gene, associated with neutrophil chemotaxis, was significantly enriched in the IR group (P value < 0.001, ES = −0.40). **(B)** Both the C*xcl1* and C*xcl6* genes related to the IL-17 signaling pathway were significantly enriched in the IR group (P value < 0.001, ES = −0.33).

### 3.7 Protein interactions and core gene analysis

DEGs were analyzed using the STRING database to construct a PPI network, which consisted of 29 genes after removing any disconnected nodes. This network highlighted *Cxcl1* and *Cxcl6* as hub genes, indicating their central roles in the network (Figure 6). 

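All 29 genes of Figure 6 had a log2FC above 0 in IR against Sham, with a median of 3.00, and 25 of them lay below 0 in I-post C against IR, with a median of -0.71. In IR against Sham, 10 passed edgeR's test and 26 passed DESeq2's. In I-post C against IR, edgeR called 0, with 8 lower and 1 higher at an unadjusted p under 0.05, and DESeq2 called 6 lower and 1 higher. The 1 higher gene was Gfap. In I-post C against Sham, 28 of the 29 still had a log2FC above 0, with a median of 2.45. The network itself was not rebuilt here, and the study chose these genes on the same libraries. Both comparisons share the IR libraries, so genes that are high in IR lean below 0 in I-post C against IR even with no change. Without IR 3, the median log2FC in I-post C against IR was -0.48.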

Notably, the PPI network encompasses several key inflammatory immune signaling pathways, including the IL-17 signaling pathway, TNF signaling pathway, NF-kB signaling pathway, and toll-like receptor signaling pathway. These findings suggest that the identified hub genes play a crucial role in mediating inflammatory responses and may serve as important targets for further investigation in the context of lung injury and recovery.

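Genes of these pathways stayed partly raised in I-post C lungs against Sham lungs. By camera with an estimated correlation, IL-17 signaling (median log2FC 0.22, adjusted p = 0.0279), TNF signaling (0.26, adjusted p = 0.0337) and NF-κB inhibitors and target genes (0.76, adjusted p = 0.0337) were higher. When adjusted over the list alone, 8, 9 and 13 of their genes were higher, and DESeq2 called 7, 9 and 9. Over all genes edgeR called 0 in this comparison, and DESeq2 called 95 higher and 13 lower. At an unadjusted p under 0.05 and a log2FC of at least 1 in size, edgeR gave 296 higher and 249 lower. In the toll-like receptor pathway of KEGG, 3 of 74 genes were among the DEGs of edgeR in IR against Sham (adjusted p = 0.0379 by Fisher's exact test), and 1 of 74 was among those of DESeq2 in I-post C against IR (adjusted p = 1). In I-post C against Sham, 5 of 74 were among the DEGs of DESeq2 (adjusted p = 0.00301 by Fisher's exact test). From the place of Cxcl1 and Cxcl6 as hub genes in a network of inflammatory pathways, the paper proposes that they mediate inflammatory responses in lung injury and recovery. It also measured both proteins by immunofluorescence and Western blotting.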

**FIGURE 6:**
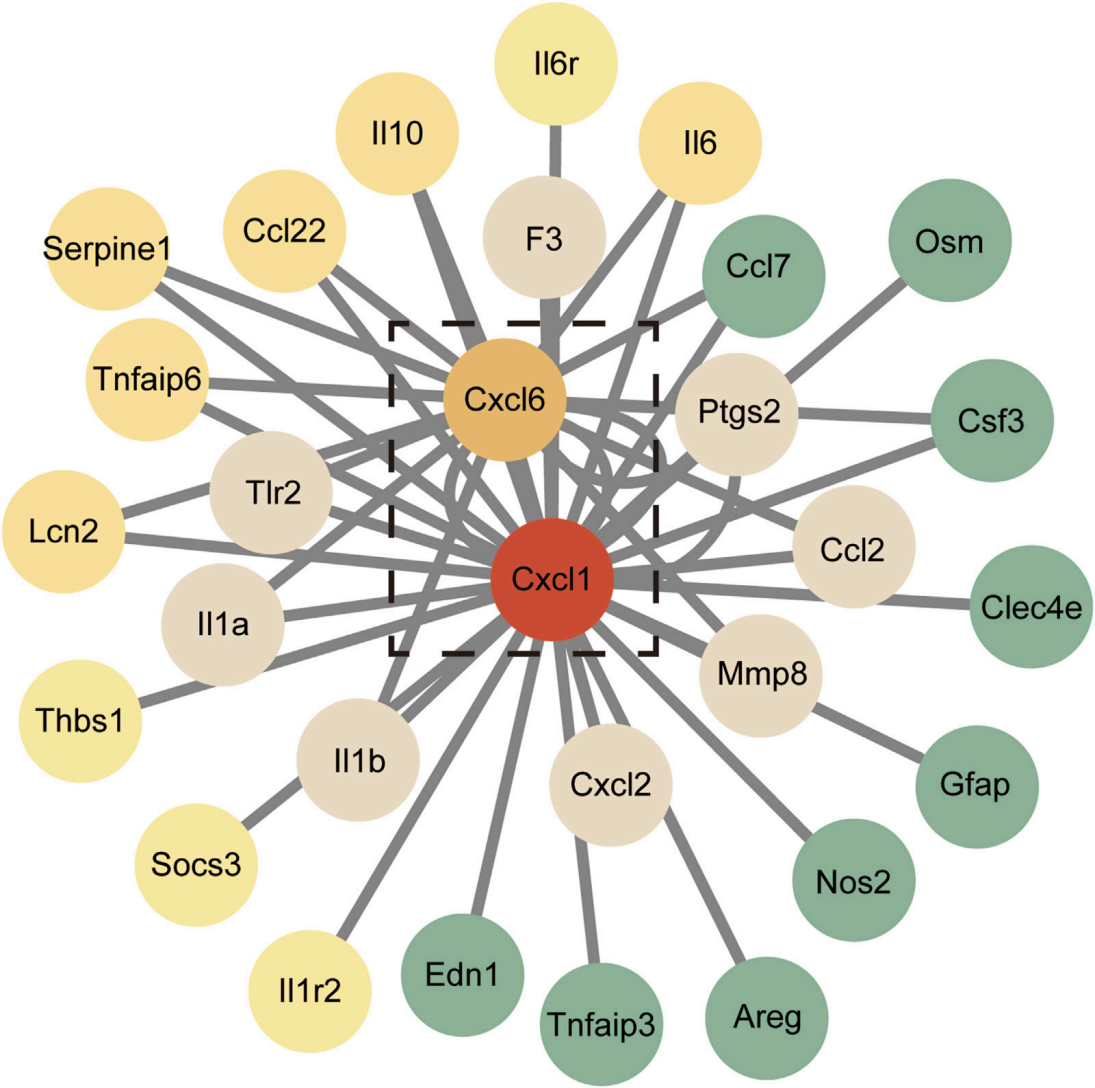
Protein-protein interaction (PPI) network of the 29 DEGs. Red nodes represent genes with higher expression levels, while green nodes indicate genes with lower expression levels.

### 3.8 The downregulation of CXCL1 and CXCL6 induced by I-post C attenuates LIRI

To confirm the involvement of CXCL1 and CXCL6 in mitigating LIRI with I-post C, we conducted additional immunofluorescence assays. Significant aggregation of CXCL1 and CXCL6 was observed in the IR group compared to the Sham group, indicating enhanced expression in response to ischemic conditions. Conversely, these markers exhibited marked improvement in the I-post C group when compared to the IR group, suggesting a beneficial effect of the intervention on inflammatory responses (Figure 7A). This conclusion was further supported by the results obtained from Western blotting (Figure 7B), reinforcing the role of CXCL1 and CXCL6 in the context of lung tissue damage and recovery following LIRI.

**FIGURE 7:**
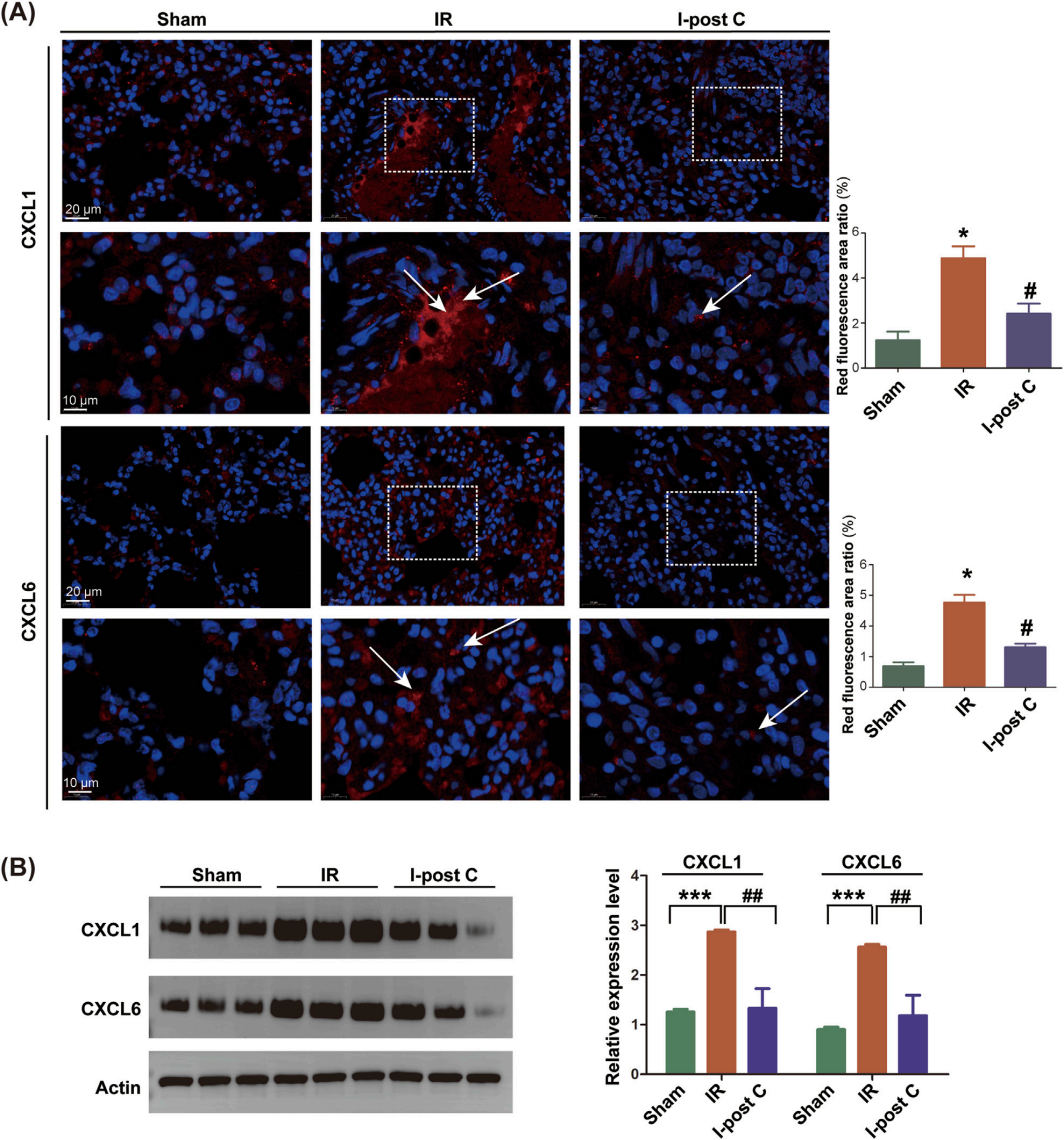
Expression levels of CXCL1 and CXCL6 genes in rat lung tissue. **(A)** SYBR fluorescence staining of CXCL1 and CXCL6, with the upper scale bar representing 20 μm and the lower scale bar representing 10 μm. The white box indicates the enlarged area, and the white arrow indicates the positive position of CXCL1 or CXCL6, and the positive area ratios (red fluorescence) were quantified (n = 6). Data are expressed as mean ± SD. *P < 0.05 for Sham vs. IR group, #P < 0.05 for IR vs. I-post C group. **(B)** Relative protein levels of CXCL1 and CXCL6 were determined by Western blotting analysis (n = 6). Data are expressed as mean ± SD. ***P < 0.001 for Sham vs. IR group, ##P < 0.01 for IR vs. I-post C group.

## 4 Discussion

Utilizing high-throughput transcriptome analysis, we examined the gene expression profiles associated with LIRI and I-post C. Our results confirm prior findings indicating that I-post C ameliorates lung tissue edema, inflammation, and significantly mitigates IR-induced lung injury (Cao et al., 2015). In this study, we identified 316 DEGs in the comparison between Sham and IR groups, and 38 DEGs in the IR vs.I-post C comparison, with 18 DEGs exhibiting co-expression. These results contribute to a deeper understanding of the pathophysiological mechanisms by which I-post C attenuates LIRI. GO enrichment analysis revealed that the DEGs were predominantly associated with neutrophil functions, interleukin receptor binding, and chemokine receptor binding processes, highlighting the central role of inflammation and oxidative stress in both LIRI and the protective effects of I-post C. KEGG analysis further underscored the enrichment of key inflammatory signaling pathways, specifically the IL-17, TNF, and NF-κB signaling pathways. Furthermore, GSEA indicated notable enrichment in centrophil chemotaxis and IL-17 signaling pathway, along with heightened expression of *Cxcl1* and *Cxcl6* genes. To our knowledge, this is the first study to utilizing RNA-seq technology to explore lung transcriptome alterations and to elucidate mechanistic changes induced by I-post C. The identification of the potential roles of *Cxcl1* and *Cxcl6* in the context of LIRI and I-post C represents a novel finding.

Validation experiments indicated significant alterations in the expression of CXCL1 and CXCL6, as evidenced by Western blotting and aligned with RNA-Seq data. Both genes belong to the CXC subfamily and exhibit expression in various cell types, including macrophages, centroblasts, mast cells, and epithelial cells, play crucial roles in neutrophil recruitment and chemotactic activity (Keane et al., 2004; De Filippo et al., 2013; Jovic et al., 2016). Notably, CXCL1 mediates neutrophil migration by activating pathways such as IL-17 or NF-κB, leading to the release of pro-inflammatory mediators and facilitating neutrophil mobilization (Sharma et al., 2014; Paudel et al., 2019; Wu et al., 2022). Studies observing *Cxcl* ^−/−^ mice exhibit diminished NADPH oxidase activity, consequentially reducing ROS production and formation of neutrophil extracellular trap (NETs), further reinforcing C*xcl1*’s role in mediating these processes (Jin et al., 2014). NETs, a new antimicrobial mechanism employed by neutrophils, comprise DNA, histones, and antimicrobial peptides, associating closely with inflammatory responses, IR, and tumorigenesis (Hashemi et al., 2022; Zhang et al., 2022). They structures stimulate airway and alveolar epithelial cells to produce CXCL1, which then activates the TLR4/NF-κB pathway to recruit additional neutrophils (Wan et al., 2020). Similarly, CXCL6 exhibits DNA-binding properties and has been identified within NETs, where its addition has been shown to heighten immune responses, indicating a potential role in localizing NETs (Jovic et al., 2016). However, the direct involvement of C*xcl6* in the context of LIRI or I-post C remains largely unexplored. By conducting PPI analysis to examine the interactions between CXCL1 and/or CXCL6 (encoded by *Cxcl1* and *Cxcl6* genes) with other key proteins, our study has identified several signaling pathways that potentially play a role in the regulation of inflammation. Interestingly, the observed results closely resemble the mechanisms underlying the formation of NETs (An et al., 2019; Zhang et al., 2020; Hashemi et al., 2022). This leads us to hypothesize that I-post C may mitigate LIRI by inhibiting the production of NETs through modulation of CXCL1 and CXCL6. However, this hypothesis warrants validation through further experimentation.

In our study, we observed identical top 10 significantly enriched pathways in both Sham vs.IR and IR vs.I-post C groups, most notably the IL-17, TNF, and NF-κB signaling pathways. IL-17, primarily produced by Th17 cells, plays a critical role in diverse inflammatory and immune responses, including the upregulation of inflammatory mediators such as IL-6, TNF-α, and IFN-γ (Zhang et al., 2018; Gorczynski, 2020). The IL-17 signaling pathway is reported to enhance CXCL1 production in alveolar type II epithelial cells through an NADPH oxidase-dependent mechanism, leading to increased neutrophil infiltration and exacerbating LIRI (Yang et al., 2009; Sharma et al., 2014). Moreover, the expression levels of CXCL6 are also upregulated alongside the IL-17 signaling pathway (Valentino et al., 2021). The TNF signaling pathway involves mechanisms of caspase-mediated apoptosis, NF-κB activation, and JNK signaling facilitated by the scaffolding protein TRAF. TNF-α has been shown to prolong the life span of polymorphonuclear neutrophils, thereby promoting IR-induced lung injury through the activation of FoxO3a (Chen et al., 2021). Activation of the NF-κB signaling pathway occurs in response to various extracellular stimuli and is highly influential in orchestrating cellular inflammatory and immune responses. Although only a limited number of differential genes were found to be enriched in our results, the expression of this particular gene exhibited significant differences across all groups, thereby playing a pivotal role. Inhibiting the NF-κB pathway has been shown to reduce inflammatory mediators and prevent acute lung injury in the IR model (Devaney et al., 2013; Ni et al., 2022). Previous studies have identified a synergy between the TNF and IL-17 signaling pathways, whereby TNF signaling enhances NF-κB pathway activation downstream of IL-17 signaling (Beringer et al., 2018; Xu et al., 2021). Thus, we suggest that the protective mechanism of I-post C against LIRI is intricately linked to the regulation of the IL-17 signaling pathway, supported by our GSEA.

The activation of NADPH oxidase leading to ROS production is a pivotal event triggering inflammation and oxidative stress, which is a crucial step in NETs formation (Zhang et al., 2020; Hashemi et al., 2022). NETs have been implicated in the differentiation of Th17 cells through TLR2 activation, which induces STAT3 phosphorylation and subsequently activates the IL-17 signaling pathway (Wilson et al., 2022). The resulting neutrophil infiltration and formation of NETs contribute to IR injury through the intricate network of inflammatory mediators (Tohme et al., 2019). Although previous research indicates that I-post C mitigates IR injury by suppressing the IL-17 signaling pathway, the specific relationship between this pathway and NETs remains unclear (Zhang et al., 2019). Therefore, additional studies are warranted to elucidate the role of NETs within the IL-17 signaling pathway, particularly in the context of I-post C-induced lung protection.

We recognize several limitations in our study. Firstly, the small sample size calls for caution in generalizing the findings to a broader patient population with LIRI. Secondly, the use of a rat model introduces species-related variations that may affect the applicability of the results (Lecour et al., 2021). Thirdly, the lack of relevant clinical studies hinders a more comprehensive analysis that includes clinical parameters. Lastly, as an observational study, we do not provide direct evidence of a causal link between transcriptomic changes and the observed protective effects on the lungs. Thus, further investigation is essential to clarify the roles of DEGs, particularly *Cxcl1* and *Cxcl6*, in mediating the protective effects of I-post C on lung function. Additionally, more research is needed to explore the underlying mechanisms of I-post C-induced lung protection through *in vitro* studies.

## 5 Conclusion

This study explores the molecular mechanism by which I-post C confers protection on lung tissues in a rat model, revealing potential therapeutic targets within its regulatory network. We identify several progression-related genes and pathways, including *Cxcl1*, *Cxcl6*, NF-κB and IL-17 signaling pathway, offering insights for future experimental research.

## Data Availability

The raw sequence data reported in this paper have been deposited in the Gene Expression Omnnibus (GEO) database (Accession # GSE280061) that are publicly accessible at https://www.ncbi.nlm.nih.gov/geo.

## Supplementary material

SUPPLEMENTARY FIGURE 1 
**(A)** Statistics of mapped regions in the Sham, IR, and I-post C groups indicate that exonic regions comprise the largest percentage of mapped reads across all samples, followed by intronic and intergenic regions. **(B)** FPKM (Fragments Per Kilobase of transcript per Million mapped reads) density distribution is presented for each sample.

SUPPLEMENTARY FIGURE 2 
**(A)** Box plot displaying the Log_10_ transformation of FPKM values for transcripts. **(B)** Principal Component Analysis (PCA) plot illustrating the gene expression dispersion among the different groups, with Log10 (FPKM) values represented for each sample.

SUPPLEMENTARY FIGURE 3 Identification of GO enrichment analyses comparing the IR and I-post C groups, highlighting the biological processes, molecular functions, and cellular components significantly associated with DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

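Lung RNA of 9 rats, 3 libraries each from the Sham, IR and I-post C groups after 2 h of reperfusion, was measured by paired-end RNA-seq. Conditions and replicate numbers came from the sample labels and the times and cycles from the methods. The authors trimmed the reads with Cutadapt (version 1.9 in the submitters' processing notes), mapped them with HISAT2 (2.2.1 in the notes) to the rn6 rat genome, assembled transcripts with StringTie (2.1.6 in the notes, while the methods give another version), merged them with gffcompare and estimated expression with StringTie and ballgown. The FPKM values, scaled for transcript length and library size, were deposited by the authors. The count values were deposited by the authors as whole numbers per gene and library, not normalized, and how the authors made them, or assigned reads that map to several places, is not given in the sources used here. The table holds 22833 genes with Ensembl identifiers, of which 945 share a gene name with another entry. Each such entry was tested on its own, and a list or a named gene used the entry with the highest mean FPKM. GO terms are given for 15572 genes and KEGG pathways for 7076.

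Total counts ranged from 45110590 (IR 1) to 51214941 (Sham 1), with 18446 (Sham 3) to 19602 (Sham 1) genes with a count. The totals exceed the mapped read pairs of the paper's Table 1 by a factor of 2.73, so counting error cannot be read from them and no counting intervals are given. The spread between libraries was estimated instead, with a common biological coefficient of variation of 0.406. The 10 most abundant genes took 8.89% (I-post C 2) to 14.3% (Sham 2) of the counts, and mitochondrially encoded transcripts took 3.03% (Sham 3) to 8.20% (IR 3).

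The design, the gene lists and the rule for naming genes were fixed before the data were examined. That design assumed that only FPKM values would be found and named limma on log2(FPKM + 0.5). Since counts were found, the main test is edgeR's quasi-likelihood test, and limma as first designed was added as an alternative. It used TMM scaling, all 9 libraries, group as the only term, and the 15402 genes with a mean FPKM of at least 0.5. Adjusted p-values are from the Benjamini-Hochberg method over all genes tested, two-sided, and a DEG has an adjusted p under 0.05 and a log2FC of at least 1 in size, as in the paper, which used DESeq2. DESeq2 on the libraries of the 2 groups compared was added after the data had been seen, and DESeq2 on all 9 libraries was set before. The fits of limma on FPKM move the median of all genes in I-post C against IR by 0.11 at a pseudocount of 0.5, 0.12 at 0.1, 0.10 at 1 and 0.13 with TPM-like scaling, and in I-post C against Sham by 0.14 with TPM-like scaling and 0.13 with library weights, so folds from them are read against that shift. A few tested genes have a group at 0 in all its libraries (22, 13 and 22 in IR against Sham, I-post C against IR and I-post C against Sham). Csf3 is such a gene, so its FPKM is given and no fold, and no list's median changed when such genes were set to a floor of 3 counts over the group.

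The 43 gene lists were written from textbook knowledge after the paper had been read, so members that the paper also names are not an independent choice. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the 43 lists. Enrichment of lists, GO terms and KEGG pathways with 5 to 500 tested genes among the DEGs was tested with a one-sided Fisher's exact test against all genes tested. Terms with fewer tested genes, and the protein network of Figure 6, were not analysed here. Running enrichment scores with weight 1 used the signal-to-noise ranking of 22028 genes, with the SD at least 0.2 of the mean, and were placed among 10000 random lists matched on mean expression in 10 bins. Grouping of the libraries was tested on log2(FPKM + 0.5) with an exact permutation over 280 splits.

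The rule for named genes takes the genes named in the paper's RNA-seq results and drawn in its Figure 6, the 10 DEGs of each direction and comparison with the largest change, up to 4 passing members of each list described, or up to 2 of the most abundant where none passes, and the most abundant marker of each cell type. Not every gene that the rule takes is reported here. A gene outside the rule is said to be named after its values were seen.

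On simulated data with the means, totals and pooled spread of all 9 libraries, 3 sets of 15402 genes were tested per comparison. Each set held genes changed by a fold of 2 or 4, which loosen the adjusted threshold, and false calls are calls of the other genes, summed over the 3 sets. A call also needed an estimated log2FC of at least 1 in size, which is the size of a 2-fold change itself. That limit alone removes part of the genes changed by a fold of 2. For IR against Sham, edgeR recovered 4.33% of genes changed by a fold of 2 and 47.3% of those changed by a fold of 4, with 6 false calls, and DESeq2 recovered 18.3% and 76.3%, with 172 false calls. For I-post C against IR, the shares were 2.00% and 44.7% for edgeR, with 6 false calls, and 23.7% and 75.0% for DESeq2, with 178 false calls. For I-post C against Sham, they were 4.33% and 56.0% for edgeR, with 10 false calls, and 28.0% and 78.3% for DESeq2, with 181 false calls. Alternatives covered the pseudocount, the filter, the scaling, the libraries in the fit, the abundance trend, library weights, a replicate block, the handling of shared gene names, each library left out in turn, and the tools. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The histology, blood gas, immunofluorescence and Western blot data were not analysed here.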

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

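The tests of library depth, the other splits of the libraries and DESeq2 on 2 groups were chosen only after the results were seen.

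Several gene lists for which the paper gives no value were higher in IR than in Sham lungs by camera with an estimated correlation. Their median log2FC was 1.30 for the IL-6 family and STAT3 targets, 1.44 for coagulation and fibrinolysis, 1.27 for anti-inflammatory feedback, 1.04 for glucocorticoid-induced genes, 0.51 for endothelial adhesion and activation and 0.36 for hypoxia-induced genes. The paper does not report I-post C against Sham, where the lists that were higher by the same test had a median of 0.83 for the IL-6 family and STAT3 targets, 0.82 for anti-inflammatory feedback, 0.76 for NF-kB inhibitors and target genes, 0.72 for glucocorticoid-induced genes, 0.69 for coagulation and fibrinolysis, 0.26 for TNF signaling, 0.24 for endothelial adhesion and activation, 0.22 for IL-17 signaling and 0.17 for neutrophil chemotaxis.

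Muscle transcripts were abundant in IR 3 alone, where the mean log2 level relative to the 9 libraries was 5.89 for 11 skeletal muscle markers (-1.52 to 0.47 in the others) and 3.41 for 12 cardiac muscle markers (-0.65 to -0.21 in the others). Mylpf, a myosin light chain gene of fast muscle, had an FPKM of 582 in IR 3 and 4.68 to 14.0 in the others.

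Sham 3 stands apart from the other libraries in the first principal component. Its depth (51.2, in units of 1e+06 counts) lies within the range of the other libraries, and its 10 most abundant genes took 11.9% of the counts, less than in Sham 2, so both argue against a part of depth or of a few abundant genes. Gene length bias cannot be told apart, since the Spearman correlation of the library's deviation with implied gene length was -0.41 in Sham 3 but larger in size, 0.47, in Sham 1. The signs are opposite, and Sham 1 lay on the other side of the first component (-32.7, against 100.8 for Sham 3). The larger value in Sham 1 therefore does not argue against a part of gene length. Sham 3 also had the lowest share of uniquely mapped reads in the paper's Table 1, the highest level of 3 histone genes (mean log2 level 2.61, and -0.85 to 0.13 in the others) and the lowest of mitochondrially encoded transcripts (-0.97), and what these have in common was not tested. No biological explanation was tested.

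DESeq2 called 293 DEGs in IR against Sham and edgeR 46. Count scale is argued against, since DESeq2 called 275 with the counts divided by the counts per fragment. Overlapping groups cannot be told apart, since the ranges of Sham and IR overlap in 5.67% of the 247 genes that DESeq2 alone called, but the selection of called genes itself keeps that share low. In 10 splits of the 6 libraries, too few for a share under 0.05, edgeR gave 46, 0 and 0 DEGs for the real split of IR against Sham, I-post C against IR and I-post C against Sham, and at most 1 in any other, with 1, 10 and 10 splits reaching the real count, and DESeq2 gave 293, 37 and 108, and at most 468 (IR 1, IR 2 and Sham 1 together), 331 (I-post C 1, I-post C 2 and IR 1 together) and 301 (I-post C 1, I-post C 2 and Sham 1 together) in another, with 2, 4 and 2 splits reaching the real count. The split with 331 calls against 37 points to a structure of the samples, while the false calls of DESeq2 came to 178 over 3 simulated sets together.

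The genes of Figure 6 had a median log2FC of -0.71 in I-post C against IR. IR 3 alone is argued against as the whole cause, since the median without it was -0.48. Fewer neutrophils in I-post C lungs cannot be told apart from lower expression per cell, since the neutrophil markers had a median of -0.17, with 14 of 23 below 0. All 29 lay above 0 in IR against Sham and the comparisons share the IR libraries, which by itself leads to values below 0, so an effect of I-post C stays open.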

How the results depend on the processing

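Alternatives chosen after seeing the data were DESeq2 on 2 groups in its 4 forms, enrichment with its DEGs, the bias-adjusted quasi-likelihood, the removed length trend and the fits without both Sham 3 and IR 3. The test first designed, limma on log2(FPKM + 0.5), became an alternative once counts had been found. With 1 library left out, 361 values kept their direction and side of the threshold, 165 were weaker, 4 stronger, 25 moved and 0 reversed, and under the other alternatives these numbers were 867, 124, 101, 79 and 0. Of 839 values of 29 genes in IR against Sham, 515 kept their side, 275 were weaker and 49 stronger, and of 288 values of 10 genes in I-post C against IR, 248 kept their side and 40 were stronger. None of these 10 genes passed in the main fit, so none could become weaker, and a kept side there means that the gene again did not pass. Whether the replicate numbers pair the libraries is not given in the sources used here. Of 9 pairs of the same number, 4 had a correlation over 0.1 (-0.27 to 0.45), and 4 libraries correlated best with their own number. So few pairs cannot decide it. With the replicate block, edgeR called 25 higher and 1 lower in IR against Sham. The cause of the changes was not tested, apart from the fewer libraries or genes in some fits.

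For IR against Sham, edgeR called 6 higher and 0 lower with only the 2 groups compared and 0 and 0 without the abundance trend, and Cxcl1 no longer passed in either (Cxcl1, IR vs Sham, 4.03). It called 5 and 0 without Sham 3 and IR 3, 1 lower with no filter, 6 lower with the length trend removed, and 561 higher and 417 lower at an unadjusted p under 0.05, and limma called 1 lower at a pseudocount of 0.1, 0.5 or 1. For I-post C against IR, edgeR called 68 higher and 189 lower at an unadjusted p and 1 higher without Sham 3 and IR 3. For I-post C against Sham, it called 296 and 249 at an unadjusted p and 2 higher without Sham 3 and IR 3, and limma called 1 higher at each pseudocount. At an unadjusted p, 164 genes moved in opposite directions. The counts of this paragraph at an unadjusted p under 0.05 also require a log2FC of at least 1 in size.

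With library weights, limma called 806 and 307 in IR against Sham, 1 higher in I-post C against IR, and 1126 and 219 in I-post C against Sham. The weight was 19.6 for Sham 2 against 0.201 for Sham 1 and 0.166 for Sham 3, so these calls against Sham rest on nearly 1 Sham library. Cxcl6 then passed (Cxcl6, IR vs Sham, 2.09), and the neutrophil chemotaxis list did not (Neutrophil chemotaxis list, I-post C vs IR, adjusted p = 0.0833).

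DESeq2 on all 9 libraries called 240 and 96 in IR against Sham, 7 and 7 in I-post C against IR, and 111 and 16 in I-post C against Sham, with 11 in opposite directions. On 2 groups it called 233 and 60, 17 and 20, and 95 and 13, with 19 opposite, and 63 and 13 lists and terms were enriched. With every gene it called 251 and 62, 19 and 22, and 97 and 13, with 19 opposite. With counts per fragment it called 222 and 53, 14 and 15, and 93 and 9, with 16 opposite. Without Sham 3 and IR 3 it called 190 and 37, 38 and 16, and 117 and 10, with 15 opposite. In the order of these settings, the chemokines that passed were Cxcl6, IR vs Sham (3.62, 3.61, 3.61 and 3.60, not the last setting), Cxcl1, I-post C vs IR (-2.22, -2.22, -2.21, -2.22 and -1.69) and Cxcl6, I-post C vs IR (-3.04, -3.04, -3.03 and -3.02, not the last setting).

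In I-post C against IR, adjusted p was 0.0689 for IL-17 signaling and 0.164 for neutrophil chemotaxis by camera with an estimated correlation, and 0.168 and 0.288 by fry. These tests called 8 and 12 of the other lists in IR against Sham and 0 and 0 in I-post C against IR. Ranked by log2FC, the enrichment scores were 0.707 (IL-17 signaling) and 0.717 (neutrophil chemotaxis) in IR against Sham and -0.575 and -0.562 in I-post C against IR. Over the 500 most variable genes the grouping of libraries had p = 0.0179 by exact permutation.

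With 1 library left out, edgeR called 0 (without Sham 2 or IR 2) to 52 (without I-post C 3) higher and 0 to 3 lower in IR against Sham, 0 to 1 (without IR 3) higher in I-post C against IR, and 0 to 8 (without I-post C 3) higher in I-post C against Sham. The neutrophil chemotaxis list in I-post C against IR had an adjusted p of 0.000614 (without IR 2) to 0.0508 (without I-post C 3). Its enrichment score was 0.484 (without IR 1) to 0.583 (without IR 2) in IR against Sham and -0.431 (without IR 2) to -0.256 (without IR 1) in I-post C against IR. The grouping had p = 0.0107 (without Sham 1) to 0.486 (without I-post C 2) by exact permutation, and Cxcl1 in IR against Sham had 3.48 (without IR 3) to 4.69 (without Sham 3).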

Differences from the paper's values

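DESeq2 on 2 groups, in its 4 forms, and the bias-adjusted quasi-likelihood were chosen after seeing the values, and all counts are at the paper's thresholds unless another is named.

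The paper gives 316 DEGs in IR against Sham, 248 higher and 68 lower, and edgeR gave 46, 43 and 3. Of the alternatives set before the data were examined, DESeq2 on all 9 libraries came within a factor of 1.5 of each count (336, 240 and 96), and the others did not. Among settings chosen after seeing the values, DESeq2 on 2 groups (293, 233 and 60), with every gene (313, 251 and 62) and with counts per fragment (275, 222 and 53) came within it, and DESeq2 without Sham 3 and IR 3 did for 227 in all and 190 higher but not for 37 lower. Chosen after seeing the values, the first 3 of these drop 0 of the 7 genes that the paper names, and the last drops 2 of them, Cxcl6 and Nrm.

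The paper gives 38 DEGs in I-post C against IR, 21 higher and 17 lower, and edgeR gave 0, 0 and 0. At an unadjusted p under 0.05 and a log2FC of at least 1 in size, edgeR gave 68 higher and 189 lower. None of the alternatives set before came within a factor of 1.5, with 7 higher and 7 lower by DESeq2 on all 9 libraries. Chosen after seeing the values, DESeq2 on 2 groups (37, 17 and 20), with every gene (41, 19 and 22) and with counts per fragment (29, 14 and 15) came within it, each dropping 0 of the 7 genes, and DESeq2 without Sham 3 and IR 3 did for 54 in all and 16 lower but not for 38 higher, dropping 2 of the 7, Cxcl6 and Gimap9.

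The paper gives 18 DEGs of both comparisons, and edgeR gave 0. None of the alternatives set before came within a factor of 1.5, with 11 by DESeq2 on all 9 libraries. Chosen after seeing the values, DESeq2 on 2 groups gave 19, with every gene 19 and with counts per fragment 16, each dropping 0 of the 7 genes, and without Sham 3 and IR 3 it gave 15, dropping 3 of the 7, Cxcl6, Nrm and Gimap9.

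At an unadjusted p, the paper's volcano plot shows about 200 genes higher in Fig. 4A, read by eye, and about 320 lower in Fig. 4A, read by eye. There edgeR gave 68 and 189 with a log2FC of at least 1 in size, and the values below also use that fold limit. Of the alternatives set before, limma with library weights came within a factor of 1.5 for the higher genes (229), and no filter (274), leaving out IR 1 (276) and leaving out IR 2 (231) did for the lower genes, while the others did not. Chosen after seeing the values, DESeq2 with every gene did for both (151 and 250, dropping 0 of the 7 genes at the paper's thresholds), DESeq2 without Sham 3 and IR 3 for the higher genes (144, dropping 2), and the bias-adjusted quasi-likelihood for the lower genes (215, dropping all 7, as edgeR does).

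The paper describes libraries of a group as close together and the groups as distinct. Here the library most alike was of the same group for 4 of 9 libraries, and the separation had p = 0.236 by exact permutation, with p = 0.0179 over the 500 most variable genes. The paper calls all 7 named genes in both comparisons, and edgeR called Cxcl1 and Aplnr in IR against Sham and 0 in I-post C against IR, all 7 with the paper's direction. For IR against Sham the paper reports enrichment of NOD-like receptor signaling, and of neutrophil activation, neutrophil chemotaxis and chemokine receptor binding. With edgeR's DEGs, NOD-like receptor signaling, neutrophil activation and neutrophil chemotaxis did not pass. The term chemokine receptor binding itself was not tested here. The narrower terms CXCR and CCR chemokine receptor binding were tested in its place, and neither passed with edgeR's DEGs. With DESeq2's DEGs, chosen after seeing the values, NOD-like receptor signaling (adjusted p = 0.0178 by Fisher's exact test) and neutrophil chemotaxis (adjusted p = 0.0267) passed, and neutrophil activation (adjusted p = 0.416), CXCR chemokine receptor binding (adjusted p = 0.539) and CCR chemokine receptor binding (adjusted p = 1) did not. For I-post C against IR the paper reports NF-κB signaling, neutrophil activation and chemotaxis, chemokine activity and CCR chemokine receptor binding, and with DESeq2's DEGs of both directions these had adjusted p = 0.524, 1, 0.821, 0.0682 and 1 by Fisher's exact test, with adjusted p = 0.0102 for chemokine activity among the lower genes alone.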

Other observations

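DESeq2 on 2 groups was chosen only after the results were seen.

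Tfpi2 and Plat, which encode a protease inhibitor and tissue plasminogen activator, rose in IR lungs. Plat had an FPKM of 62.7 ± 9.15 (SD, n = 3) in Sham and 173 ± 29.9 in IR lungs, with a log2FC of 1.53 (adjusted p = 0.0497 from edgeR). Of 20 tested genes of coagulation and fibrinolysis 3 were higher, with 13 higher when adjusted over the list alone and 10 by DESeq2 (adjusted p = 8.7e-18 by camera, and adjusted p = 0.0100 with an estimated correlation). In I-post C against IR, 15 of the 20 lay below 0 (median -0.50, adjusted p = 2.6e-07, and adjusted p = 0.0689 with an estimated correlation). Pfkfb3, which encodes a regulator of glycolysis, went from 21.1 ± 3.02 in Sham to 79.8 ± 11.2 in IR lungs (log2FC 2.00, adjusted p = 0.0274 from edgeR). Of 33 hypoxia-induced genes 2 were higher (adjusted p = 4.8e-07 by camera, and adjusted p = 0.0437 with an estimated correlation). Of 12 platelet markers, 0 were DEGs by edgeR and 4 were higher by DESeq2, all 12 lay above 0 in IR against Sham (median 1.34, adjusted p = 2.4e-08, and adjusted p = 0.0705 with an estimated correlation), and all 12 lay below 0 in I-post C against IR (median -0.83, adjusted p = 4.5e-08, and adjusted p = 0.101 with an estimated correlation). Pf4, a chemokine gene of platelets, had a mean FPKM of 36.0 in Sham, 52.0 in IR and 31.3 in I-post C lungs.

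B cell markers lay above 0 in I-post C against IR in 18 of 19 genes (median 0.84, adjusted p = 4.1e-09 by camera, and adjusted p = 0.245 with an estimated correlation). Cd79a, a receptor chain of B cells, had an FPKM of 14.1 ± 11.7 in IR and 33.3 ± 24.9 (SD, n = 3) in I-post C lungs, with 61.5 in I-post C 2. NK cell markers lay above 0 in 14 of 18 genes (median 0.68, adjusted p = 2.4e-09, and adjusted p = 0.164 with an estimated correlation), while Nkg7, the most abundant, had 23.8 and 25.4. Endothelial markers lay above 0 in 17 of 22 genes (median 0.26, adjusted p = 5.6e-05, and adjusted p = 0.125 with an estimated correlation), and Tmem100, the most abundant, had 332 and 454. Lower by camera in this comparison were also mitochondrially encoded transcripts (13 of 13 below 0, median -0.50, adjusted p = 3.8e-06, and adjusted p = 0.289 with an estimated correlation), mesothelial markers (10 of 12, -0.50, adjusted p = 1.0e-05, and adjusted p = 0.197) and alveolar macrophage markers (11 of 14, -0.28, adjusted p = 0.00394, and adjusted p = 0.187). By camera 5 lists were higher and 22 lower in I-post C against IR, and 0 and 0 with an estimated correlation.

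Immediate-early genes had a median log2FC of 1.25 in IR against Sham, with 1 of 41 a DEG by edgeR and 20 higher by DESeq2 (adjusted p = 3.1e-21 by camera, and adjusted p = 0.0834 with an estimated correlation). By fry that list had adjusted p = 0.0480. Other lists passed camera in IR against Sham and not with an estimated correlation, namely cytokine genes (median 0.39, adjusted p = 0.163 with an estimated correlation), fibroblast markers (0.29, 0.163), erythroid markers (1.02, 0.340), mitochondrially encoded transcripts (0.55, 0.475), and skeletal (5.27, 0.516) and cardiac muscle markers (5.07, 0.526). The lists that did not pass camera there were markers of endothelial cells (median -0.16), B cells (-0.11), NK cells (-0.25), T cells (0.05), dendritic cells (0.05), monocytes (-0.07), alveolar macrophages (0.27), alveolar type 1 (-0.09) and type 2 cells (-0.18), ciliated (-0.43), club (-0.39) and basal cells (-0.52), smooth muscle (0.26), mesothelium (-0.20), mast cells (0.07), adipocytes (0.73) and thymocytes (0.04), and interferon-induced (0.03), heat shock (0.04), NRF2 (-0.17) and histone genes (-1.37, with Sham 3 alone high).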
